# Molecular blueprints for spinal circuit modules controlling locomotor speed in zebrafish

**DOI:** 10.1038/s41593-023-01479-1

**Published:** 2023-11-02

**Authors:** Irene Pallucchi, Maria Bertuzzi, David Madrid, Pierre Fontanel, Shin-ichi Higashijima, Abdeljabbar El Manira

**Keywords:** Central pattern generators, Motor neuron

## Abstract

The flexibility of motor actions is ingrained in the diversity of neurons and how they are organized into functional circuit modules, yet our knowledge of the molecular underpinning of motor circuit modularity remains limited. Here we use adult zebrafish to link the molecular diversity of motoneurons (MNs) and the rhythm-generating V2a interneurons (INs) with the modular circuit organization that is responsible for changes in locomotor speed. We show that the molecular diversity of MNs and V2a INs reflects their functional segregation into slow, intermediate or fast subtypes. Furthermore, we reveal shared molecular signatures between V2a INs and MNs of the three speed circuit modules. Overall, by characterizing how the molecular diversity of MNs and V2a INs relates to their function, connectivity and behavior, our study provides important insights not only into the molecular mechanisms for neuronal and circuit diversity for locomotor flexibility but also for charting circuits for motor actions in general.

## Abstract (web summary)

The study by Pallucchi et al. links the molecular identity of motoneuron and V2a interneuron subtypes to their function and uncovers orthogonal transcriptomic rules for their assembly into separate circuit modules controlling locomotor speed.

## Main

A fundamental hallmark of motor actions is the flexibility of the timing, speed and strength that is central to rapid adaptation to the ever-changing world around us. This is particularly apparent during locomotion—a behavior that involves full-body coordination characterized by sudden changes in speed and strength^1–12^. Important insights into the organization of locomotor circuits have been gained by identifying the broadly defined neuronal populations that control distinct features of locomotion (rhythm, pattern, gait)^3,6,7,10,13–17^.

Studies in zebrafish and mice have revealed a modular organization of the locomotor network with dedicated circuits engaged at slow or fast locomotor speeds^5,7,10,15,18–25^. In these circuits, motoneurons (MNs) are the final processing stage that transforms centrally generated locomotor programs into sequences of muscle activity along the body. Whereas the heterogeneity of MNs has long been appreciated, it is only recently that transcriptional profiling has begun to reveal markers for different MN subtypes^26–30^. The flexibility of locomotor movements emerges from the precise organization of the underlying circuit, particularly how excitatory interneurons (INs) drive the different MN subtypes. Electrophysiological analysis in adult zebrafish has revealed that rhythm-generating excitatory V2a INs and MNs that are recruited together are also connected to each other to form three circuit modules engaged in a speed-dependent manner^18,19,23,24,31–33^. However, how their diversity and circuit modularity is imprinted in their molecular makeup remains unclear. Addressing this question will provide key insights into the logic of neuronal diversity and the formation of functional ensembles for flexible behavior.

By leveraging the detailed circuit knowledge in adult zebrafish combined with experimental and genetic accessibility, we assessed the link between the molecular and functional features defining the MN and V2a IN subtypes and their modular circuit organization. We uncover the molecular principles governing the diversity of MNs and V2a INs into three connected functional subtypes. In addition, we reveal the molecular logic that underpins their organization into circuit modules that control locomotor speed.

## Results

### Molecular diversity of MNs

The molecular diversity of MNs was examined using single-cell RNA sequencing (scRNA-seq) in 7-week-old zebrafish of the transgenic line Tg(*isl1a*:GFP)^34^. This line captured ~80% of each of the three axial MN subtypes (slow, intermediate and fast; Extended Data Fig. 1a–c). 

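GFP+ cells of the Tg(isl1a:GFP) line were sorted into 2 plates of 384 wells, and each plate held the cells of 1 pool of 6 to 10 spinal cords. The deposited values are the authors' raw read counts for each gene in each well, without normalization. According to the paper's methods, the reads were mapped to the zebrafish genome GRCz11 with STAR; the paper's text does not name the counting program. The tables list 32519 genes by Ensembl identifier, 92 spike-in sequences and 1 GFP reporter sequence. Smart-seq2 reads carry no molecular identifiers, so that intervals on shares of cells cover counting error only. In the wells that passed quality control, the median number of sequenced reads was 810871 on plate 1 and 740526 on plate 2. Between 23716 and 720651 reads per well were counted on genes on plate 1, with a median of 403715, and between 125832 and 1068995 on plate 2, with a median of 436768. Cells of one pool are not independent replicates, so the counts of the cells of each cluster were summed per plate, which gives n = 2 plates for each cluster. Levels are given as CPM, the counts scaled to a common library total, with edgeR's TMM factors for the MN and V2a IN clusters. Differences between clusters were tested with edgeR's quasi-likelihood test with plate as a block and Benjamini-Hochberg adjustment. A gene was called when its adjusted p was below 0.05 and its log2 difference from the mean of the other clusters was at least 0.25 in size. The genes that the paper names were left out of the variable genes used for clustering, and genes used for clustering were left out of the numbers of called genes. Clusters were named from marker genes, without the paper's assignment of cells, and the names carry the ending -like for that reason. The biological coefficient of variation of the MN sums was 1.11, with 4 residual degrees of freedom. In simulated counts with a similar spread and 200 changed genes, the test recovered 0% of 4-fold changes, 6% to 7% of 16-fold changes and 32.5% to 39% of 64-fold changes.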

Spinal cords from this line were dissected and dissociated, and green fluorescent protein positive (GFP^+^) cells were collected individually by fluorescence-activated cell sorting (FACS) and sequenced using the Smart-seq2 protocol (Extended Data Fig. 1d)^35,36^. 

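The limits of the paper's methods were applied to the isl1a:GFP wells, with genes detected in at least 3 cells, at most 30% mitochondrial and at most 30% spike-in reads, and 2000 to 9000 genes per cell. On plate 1, 259 wells passed, and on plate 2, 363 wells, which gave 622 cells. On plate 1, 114 wells exceeded the limit on spike-ins and 121 wells held too few genes, against 1 and 21 wells on plate 2, and a well can fail both. A minimum of 3000 genes moved the number of cells most among the alternatives, to 536.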

A total of 606 isl1a^+^ neurons passed quality control and were used for cluster analysis. 

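With the plates integrated, 2000 variable genes, 10 principal components and a resolution of 0.6, the isl1a:GFP cells formed 7 clusters. Of the cells, 329 lay in 4 clusters with MN markers, 173 in 1 cluster with markers of cerebrospinal-fluid-contacting neurons and 59 in 1 serotonergic cluster. The last cluster, of 61 cells, was left unnamed, since of the markers of its best-scoring type, the glutamatergic one, 2 were detected in 10% of its cells and a name needed 3. Each cluster group held cells of both plates, with 120 MN-like cells on plate 1 and 209 on plate 2. At a lower resolution, with fewer or more principal components and without integration of the plates, 6 clusters formed.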

Transcriptomic analysis of isl1a^+^ cells revealed eight distinct clusters, each with selective expression of genetic markers (Extended Data Fig. 2a,b). Whereas all clusters expressed neuronal markers (Extended Data Fig. 2c), only four clusters showed high levels of marker genes for MN identity such as *mnx1*, *slc18a3a* (also known as *vachta*) and *chata* (Extended Data Fig. 2d). 

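Over the MN-like cells, slc18a3a (ENSDARG00000006356) had 1491 and 1497 CPM on the plates, against 62.4 and 54.0 CPM in the CSF-contacting-like cluster and 27.5 and 255 CPM in the unnamed cluster. For chata (ENSDARG00000015854), the levels were 2604 and 1457 CPM in MN-like cells, with 72.0 and 20.3 CPM in the CSF-contacting-like cluster and 83.4 and 123 CPM in the unnamed cluster. The level of mnx1 (ENSDARG00000035984) was 133 and 376 CPM in MN-like cells and at most 5.05 CPM in the other groups, and reads of mnx1 were found in 52.9% of the MN-like cells. The neuronal gene elavl3 (ENSDARG00000014420) had between 817 and 3706 CPM in each group on each plate. These levels are given without a test, because the groups were named from the same MN genes.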

Two of the non-MN clusters expressed markers for cerebrospinal-fluid-contacting neurons (Extended Data Fig. 2e). 

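The single CSF-contacting-like cluster was named from genes chosen beforehand, since the paper's text names none. In it, pkd2l1 (ENSDARG00000022503) had 11504 and 11037 CPM on the plates, urp1 (ENSDARG00000093493) 19075 and 22939 CPM and urp2 (ENSDARG00000067781) 21593 and 33202 CPM. In MN-like cells, urp2 had 2.93 and 10.0 CPM, although 78.4% of these cells had at least 1 read. The same share was 67.8% in the serotonergic-like and 86.9% in the unnamed cluster, so that a share of cells with reads at such levels is read as background. The level of tal2 (ENSDARG00000042041) was 801 and 729 CPM in the CSF-contacting-like cluster and at most 44.2 CPM elsewhere.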

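In the serotonergic-like cluster, tph2 (ENSDARG00000057239) had 22995 and 17539 CPM on the plates, fev (ENSDARG00000009242) 2922 and 2039.8 CPM and ddc (ENSDARG00000016494) 8081 and 9571 CPM. The level of fev was at most 47.3 CPM in any other group. The unnamed cluster had the highest levels of both genes that the gene name table lists as SLC17A6, a vesicular glutamate transporter, without telling the zebrafish copies apart. The copy ENSDARG00000041150 had 711 and 529 CPM there and at most 17.1 CPM in the other groups, and the copy ENSDARG00000001127 had 122 and 131 CPM against at most 1.47 CPM. These were the only glutamatergic markers detected in 10% of the cells of the cluster.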

The other two clusters expressed glutamatergic and serotonergic markers, respectively (Extended Data Fig. 2f,g). Only neurons expressing MN markers were used for subsequent analysis.

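The MN-like cells, integrated over the plates again, formed 5 clusters, each matched to the labelled markers of a cluster of Fig. 1b. The clusters held 77 MN1-like, 90 MN2-like, 52 MN3-like, 74 MN4-like and 36 MN5-like cells. On plate 1, 6 MN3-like and 7 MN5-like cells were found, against 46 and 29 on plate 2. The name MN1-like is the least certain. Each of its 5 markers had a higher mean log-normalized level in the MN4-like cluster, as itga3a with 2.53 against 2.11. No MN1 marker was among the top 10 genes of the MN1-like cluster by fold, which included her4 and her15 genes, read as progenitor genes. Of 47 cells of plate 1 that the part of the source data of Fig. 2m used here labels C1, read as MN1, 23 were MN1-like, 13 MN4-like and 11 MN2-like, so that the MN1-like cluster differs from the paper's MN1 on this plate, and in the other clusterings 0 to 47 of them were MN1-like. This way of integrating the MNs was settled after other ways had been seen, of which 1 gave 4 clusters and no MN1-like cluster, so that the presence of an MN1-like cluster was part of the choice. The counts summed per plate and cluster ranged from 2169592 to 21215682. Over 15887 genes not used for clustering, edgeR called 8 genes higher in MN1-like, 14 in MN2-like, 9 in MN3-like, 10 in MN4-like and 18 in MN5-like cells, and 245 genes lower in MN5-like cells. DESeq2's Wald test called 109, 245, 278, 262 and 335 genes higher, but in simulated MN counts with 16-fold changes 70% to 71.2% of its calls were of unchanged genes. The MNs formed 3 clusters at a resolution of 0.4 and 6 at 0.8.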

The identified MNs were reanalyzed, resulting in five clusters (Fig. 1a,b), of which cluster MN_5_ displayed distinct characteristics of immature neurons. The immature nature of this cluster was supported by the higher expression of markers for MN progenitor (*olig2, nkx6.1*), MN differentiation (*isl1, neurod4, nfia*) and neuronal development markers (Fig. 1c,e). In addition, this cluster lacked the marker for peripheral innervation *prph* and expressed lower levels of motoneuronal transmitter markers (*vachta* and *chata*) (Fig. 1c). This cluster was also enriched with genes related to MN development and less enriched with genes related to electrical and synaptic activity (Fig. 1d).

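Genes were compared between MN5-like cells and the mean of the other MN clusters. For isl1a (ENSDARG00000004023), the gene the paper's text calls isl1, the log2 difference was 1.63 (standard error 0.31, adjusted p = 0.0270), with 1097 and 2023 CPM in MN5-like cells on the plates and at most 1250.1 CPM in another cluster. The difference was 5.12 (standard error 1.84, adjusted p = 0.211) for olig2 (ENSDARG00000040946) and 1.98 (standard error 0.62, adjusted p = 0.153) for nkx6.1 (ENSDARG00000022569). For neurod4 (ENSDARG00000003469) it was 6.03 (standard error 1.40, adjusted p = 0.0562) and for nfia (ENSDARG00000062420) 1.36 (standard error 0.47, adjusted p = 0.194). Of the development genes of Fig. 1e, tubb5, tuba1a and elavl3 were called, with log2 differences of 3.01, 1.84 and 1.32, whereas hnrnpa0l and rps6 were not, with 1.12 and 0.85. These genes were higher in MN5-like cells on both plates, except rps6, whose difference on plate 2 was −0.13. Without plate as a block, isl1a (adjusted p = 0.183), tubb5 (0.510), tuba1a (0.427) and elavl3 (0.186) were not called. Of 49 genes of the paper that were tested, 12 passed the threshold in MN5-like cells over all genes and 35 when adjusted over the list alone, and since the study chose the list on these samples the second number is not independent evidence.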

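The level of prph (ENSDARG00000028306) in MN5-like cells was 205 and 1016 CPM on the plates, and in the other MN clusters at least 961 CPM. Its log2 difference was −2.24 (standard error 0.40, adjusted p = 0.0210), and without plate as a block it was not called (adjusted p = 0.205). After each cell was thinned to 274451 reads, reads of prph were found in 24 of 33 MN5-like cells, a share of 72.7% (95% exact Clopper-Pearson interval 54.5% to 86.7%). For chata, the log2 difference was −1.61 (standard error 0.33, adjusted p = 0.0346), with 643 and 665 CPM in MN5-like cells. For slc18a3a, the difference of −0.42 (standard error 0.34, adjusted p = 0.599) did not pass the threshold, and its sign was reversed, at 0.23, when the genes named by the paper were kept among the variable genes.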

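Lists of genes fixed by their symbols stood in for the gene ontology terms. Each list was tested with limma's camera at a preset correlation of 0.01 over genes not used for clustering, with adjustment over 18 such tests in MNs and V2a INs. The 130 synaptic transmission genes were lower in MN5-like cells relative to other genes, with a median log2 difference of −2.68 (adjusted p = 6.3e-07), and so were the 147 ion channel genes, with a median of −2.18 (adjusted p = 0.00516). The median over all genes in this comparison was −1.20. The 91 ribosomal protein genes were higher relative to other genes (adjusted p = 6.2e-12), where their median of 0.28 and their mean of −0.04 differ in sign. Under limma's fry, the calls for synaptic transmission and ion channels held (both adjusted p = 0.0162) and that for ribosomal proteins did not (0.356), and with a correlation estimated from the data none of the 3 held, with adjusted p of 0.225 to 0.290.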

**Fig. 1:**
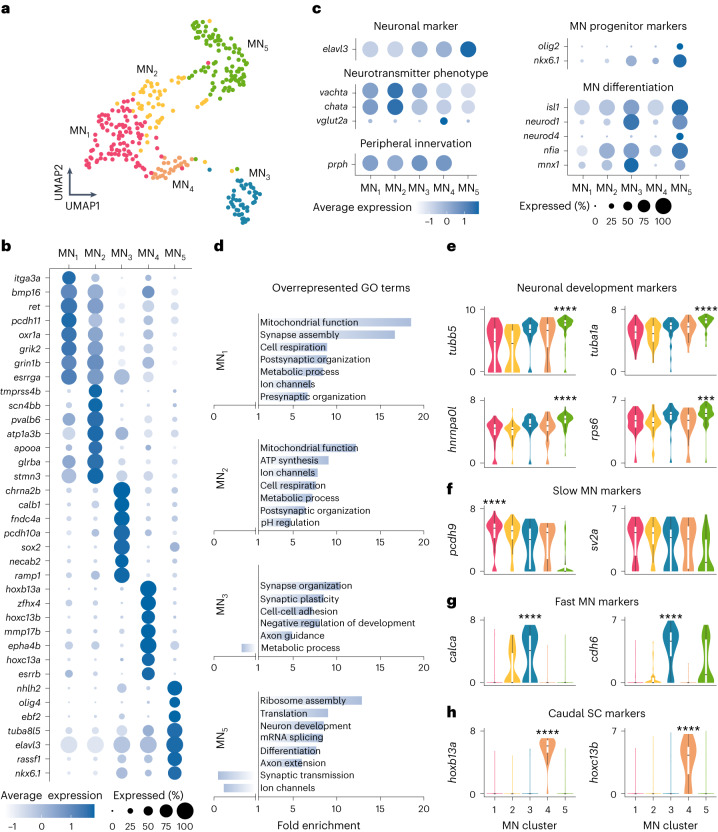
Molecular characterization of MN diversity. **a**, MN single-cell transcriptomes visualized using UMAP of five color-coded, molecularly defined clusters (*n* = 316 cells; MN_1_, *n* = 98; MN_2_, *n* = 51; MN_3_, *n* = 47; MN_4_, *n* = 27; MN_5_, *n* = 93). **b**, Examples of differentially expressed genes in each cluster. The size of the circle reflects the proportion (%) of cells expressing the gene, and the color intensity reflects its average expression level within that cluster. **c**, Normalized expression levels for motoneuronal marker genes. **d**, GO analysis of differentially expressed genes in each cluster. **e**, Log-normalized gene expression levels for neuronal development gene markers (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ***P = 0.0003, ****P < 0.0001). **f**, Log-normalized expression levels of known gene markers of slow MNs in zebrafish (*pcdh9*) or mice (*sv2a*) (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ****P < 0.0001). **g**, Log-normalized expression levels of known gene markers of fast MNs in mice (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ****P < 0.0001). **h**, Log-normalized expression levels for caudal spinal cord (SC) gene markers (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ****P < 0.0001). In **e**–**h**, boxes are bound by 25th and 75th percentiles, center line indicates the median and whiskers extend from minimum to maximum.

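In the MN1-like to MN4-like clusters, chata had between 969 and 3535 CPM on either plate and slc18a3a between 631 and 1997 CPM, where both lowest levels were those of the 6 MN3-like cells of plate 1. The highest level of prph was 4779 CPM, in MN4-like cells of plate 2. Reads of prph were found in 84.5% of 71 thinned MN1-like cells and in 97.4% to 98.5% of the cells of the MN2-like, MN3-like and MN4-like clusters.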

The remaining four clusters displayed characteristic features of mature MNs, including cholinergic transmitter and peripheral innervation markers (Fig. 1c). 

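The 105 nuclear genes of the respiratory chain were higher relative to other genes in MN2-like cells, with a median log2 difference of 0.86 (adjusted p = 1.1e-22). In MN1-like cells they were called higher as well (adjusted p = 3.3e-04), but their median of 0.40 lay below the median of all genes in that comparison, 0.45, and their mean was 0.55. In MN3-like cells they did not differ from other genes (median −0.03, adjusted p = 0.467). The 12 mitochondrially encoded genes were higher in MN2-like cells (median 0.90, adjusted p = 1.2e-15) and lower relative to other genes in MN1-like (median −0.08, adjusted p = 0.00516, with medians of 0.12 and 0.05 on the plates) and MN3-like cells (median −0.21, adjusted p = 0.0448). Under fry, both calls in MN2-like cells held and those in MN1-like and MN3-like cells did not, and with an estimated correlation none held. The difference between clusters in these lists was not tested.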

Gene ontology (GO) analysis showed that clusters MN_1_ and MN_2_, but not MN_3_, were enriched with genes related to high metabolic activity associated with sustaining firing pattern usually found in slow MNs (Fig. 1d). To determine whether these clusters correspond to functional MN subtypes, we examined their expression of known marker genes of slow and fast MNs. 

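For pcdh9 (ENSDARG00000063264), MN1-like cells differed from the mean of the other MN clusters by a log2 difference of 2.18 (standard error 0.73, adjusted p = 0.659). The level was 459 and 352 CPM in MN1-like cells on the plates, 333 and 294 CPM in MN4-like, 244 and 351 CPM in MN2-like and 121 and 231 CPM in MN3-like cells, and at most 9.52 CPM in MN5-like cells, which are part of the mean. The gene was called when no filter on low counts was applied (adjusted p = 0.0339) and at a resolution of 0.4, where the MN1-like cluster held 242 cells (log2 difference 3.72, adjusted p = 1.5e-04). For sv2a (ENSDARG00000059945), the log2 differences of the clusters lay between −0.48 and 0.59, with adjusted p of 0.782 or more.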

Cluster MN_1_ was differentially enriched with a marker gene of slow MN in zebrafish, *pcdh9* (ref. ^37^), while a marker for slow MNs in mammals, *sv2a*, was not differentially expressed in any of the clusters (Fig. 1f)^38^. In contrast, marker genes of fast MNs in mammals, *calca* and *cdh6*, were selectively enriched in cluster MN_3_ (Fig. 1g)^27,39,40^. On the other hand, cluster MN_4_ was characterized by the selective overexpression of several *hox13* genes (Fig. 1h), which could merely reflect the caudal location of these MNs rather than a specific MN subtype. This was confirmed using RNAscope in situ hybridization analysis, which showed that *hoxb13a* was indeed expressed only in MNs located in the caudal spinal cord (Extended Data Fig. 3a–c). 

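The level of calca (ENSDARG00000056590) was 518 and 549 CPM in MN3-like cells, and the next highest was 248 CPM, in MN2-like cells of plate 1. Its log2 difference from the mean of the other clusters was 4.78 (standard error 1.04, adjusted p = 0.161). The level of cdh6 (ENSDARG00000014522) was 326 and 355 CPM in MN3-like and 141 and 246 CPM in MN5-like cells, and at most 80.0 CPM elsewhere, with a log2 difference of 3.31 (standard error 0.58, adjusted p = 0.0683). Both were higher on both plates and did not pass the threshold over all genes, but did when adjusted over the list alone (0.00556 and 0.00250). In DESeq2's test both were called (0.0156 and 0.00145), as they were when MN3-like cells were compared with all other MNs pooled (5.2e-07 and 5.2e-05). Reads of calca were found in 27 of 48 thinned MN3-like cells, a share of 56.2% (95% exact interval 41.2% to 70.5%), and in 11.3% of 71 MN1-like cells.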

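The level of hoxb13a (ENSDARG00000056015) was 325 and 510.0 CPM in MN4-like cells and at most 74.7 CPM in another cluster, with a log2 difference of 5.38 (standard error 1.24, adjusted p = 0.218). The log2 differences of hoxa13a, hoxa13b and hoxd13a were 5.00, 6.71 and 1.29, and those of the genes that the gene name table lists as HOXC13, without telling the zebrafish copies apart, were 2.35 and 5.71. None passed the threshold over all genes, with adjusted p between 0.218 and 1. All were higher on both plates except hoxd13a, whose difference was −0.14 on plate 2 and reversed to −0.38 against all other MNs pooled. Of the others, hoxa13a was on plate 1 higher in MN3-like cells, with 37.9 against 18.6 CPM, as was the HOXC13 copy ENSDARG00000070353. No reads of hoxa13a and hoxd13a were found in MN5-like cells, so that their fitted differences depend on the prior count. DESeq2's test called hoxb13a, hoxa13a, hoxa13b and the HOXC13 copy ENSDARG00000113877 (adjusted p = 6.6e-04 to 0.0292). Over the list alone, 22 genes were called in MN4-like cells.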

Overall, these results reveal three MN subtypes in adult zebrafish that are defined by marker genes for slow or fast MNs.

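Among called genes that were higher on both plates and had at least 50 CPM, those with the largest log2 differences were GRIN2C (ENSDARG00000078149), opn7c and CABP7 (ENSDARG00000060846) in MN1-like cells and opn7c, NPAS3 and SYT2 (ENSDARG00000014169) in MN2-like cells. In MN3-like cells they were calb1, mical3b and SYT2, in MN4-like cells SLC18A3 (ENSDARG00000107527), GRIN2C and opn7c, and in MN5-like cells sox13, CDK6 and KIDINS220. Symbols in capitals come from a gene name table that gives no zebrafish symbol for these genes. The gene opn7c was called in MN1-like, MN2-like and MN4-like cells, with log2 differences of 5.59 to 5.96, so that it marked no single one of these clusters. From the marker genes of slow and fast MNs, the paper concludes that MNs fall into 3 subtypes, and it proposes that the hox13 genes of MN4 reflect a caudal position.

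**Figure D1:**
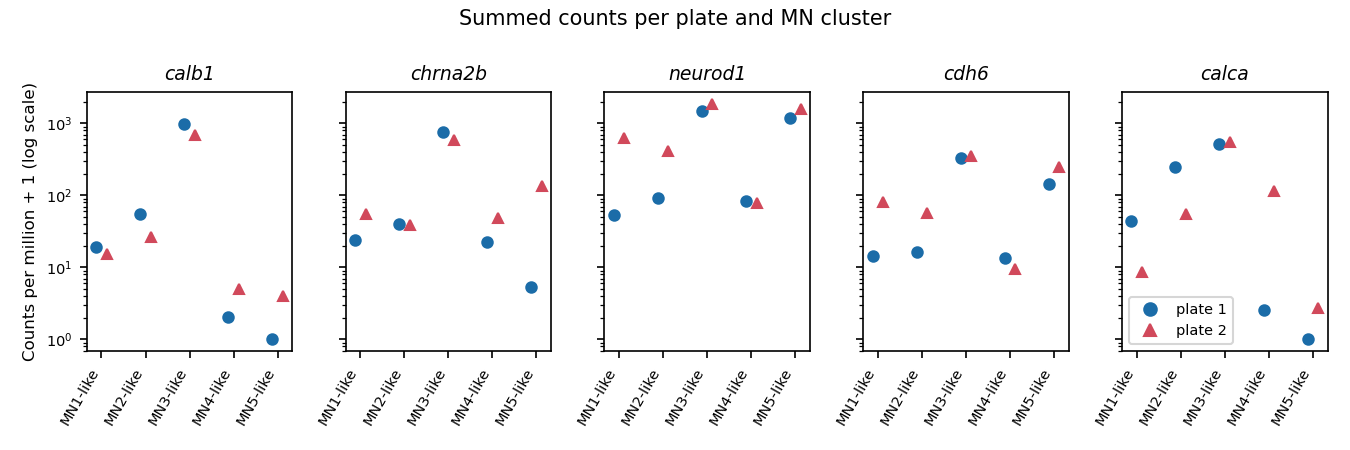
Levels in CPM plus 1 (log scale) of calb1, chrna2b, neurod1, cdh6 and calca in the cells of each MN cluster, summed per plate, with circles for plate 1 and triangles for plate 2.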

### Linking MN molecular diversity and function

To determine whether the different clusters correspond to functional MN subtypes, we used RNAscope for specific genes that were highly enriched in each cluster combined with retrograde labeling of slow, intermediate or fast MNs^41^. These MNs can be identified based on the muscle type they innervate and their soma position in the spinal cord (Extended Data Fig. 1a). 

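In the sequencing data, grin1b (ENSDARG00000025728) had 1118 and 317 CPM in MN1-like, 775 and 458 CPM in MN2-like and 286 and 49.3 CPM in MN3-like cells on the plates, and 934 and 309 CPM in MN4-like cells. The mean of MN1-like and MN2-like cells exceeded that of MN3-like cells by a log2 difference of 1.98 (standard error 1.18, adjusted p = 0.924). For pvalb6 (ENSDARG00000009311), the levels were 1138 and 716 CPM, 709 and 632 CPM and 111 and 4.23 CPM in these clusters and 379.8 and 319 CPM in MN4-like cells, and the log2 difference was 3.75 (standard error 1.33, adjusted p = 0.829). Both differences were positive on both plates and not called. When the cells of each side were pooled in place of a mean over clusters, both were called (adjusted p = 7.2e-04 and 4.4e-14). Reads of pvalb6 were found in 64.8% of 71 thinned MN1-like cells (95% exact interval 52.5% to 75.8%) and in 12.5% of 48 MN3-like cells (4.73% to 25.2%).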

Two marker genes, *grin1b* and *pvalb6*, that were enriched in clusters MN_1_ and MN_2_ were coexpressed in MNs located in the ventrolateral aspect of the spinal cord (Fig. 2a–c,e,f). These MNs were identified as slow or intermediate, but not as fast MNs, based on the muscle they innervated and their soma size and position (Fig. 2d–f and Extended Data Fig. 1a). In contrast, two of the marker genes enriched in cluster MN_3_, *chrna2b* and *neurod1*, showed overlapping expression only in MNs located in the dorsomedial part of the spinal cord where fast MNs are located (Fig. 2g,h,j–l). These marker genes were not present in the ventromedial aspect, where slow and intermediate MNs are located (Fig. 2i,k,l). 

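In the sequencing data, chrna2b (ENSDARG00000057025) had 755 and 583 CPM in MN3-like cells and at most 133 CPM in another MN cluster, with a log2 difference of 4.45 (standard error 0.73, adjusted p = 0.0570). For neurod1 (ENSDARG00000019566), the level was 1486 and 1847 CPM in MN3-like and 1181 and 1601 CPM in MN5-like cells, and the log2 difference of MN3-like cells from the mean of the other clusters was 2.78 (standard error 0.53, adjusted p = 0.100). Both were called when adjusted over the list alone (0.00212 and 0.00357) and in DESeq2's test (3.2e-04 and 0.0252). Reads of chrna2b were found in 97.9% of 48 thinned MN3-like cells and in 29.6% of 71 MN1-like cells.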

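Of the genes named by the paper, calb1 (ENSDARG00000031598) was the only one that edgeR called in MN3-like cells over all genes. Its level was 969.7 and 689 CPM there and at most 53.6 CPM in another MN cluster, and its log2 difference was 7.08 (standard error 0.75, adjusted p = 0.00428), higher on both plates. It was not called when the genes named by the paper were kept among the variable genes (log2 difference 5.47, adjusted p = 0.136). Reads of calb1 were found in 41 of 48 thinned MN3-like cells, a share of 85.4% (95% exact interval 72.2% to 93.9%), and in 21.1% of 71 MN1-like cells (12.3% to 32.4%).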

The fast MN identity of MN_3_ was further validated by the expression of *calb1*, which represents another highly expressed gene in this cluster (Fig. 2m,n and Extended Data Fig. 4g–i). Combinatorial expression analysis for these genes shows minimal overlap between MN_1_ and MN_2_ markers and those of MN_3_ markers, clearly defining the slow–intermediate MNs and the fast MNs, respectively (Extended Data Fig. 4a–i).

**Fig. 2:**
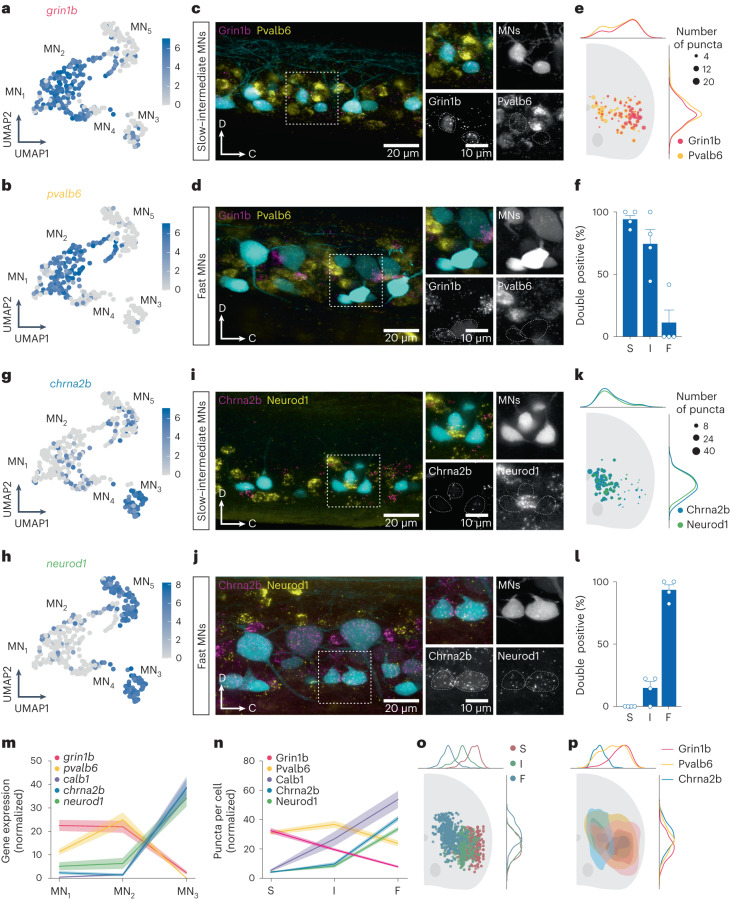
Validation of new molecular markers for MN subtypes. **a**, UMAP of log-normalized expression of *grin1b* in MN clusters. **b**, UMAP of log-normalized expression of *pvalb6* in MN clusters. **c**, Lateral view of a spinal cord segment showing RNAscope in situ hybridization of *grin1b* and *pvalb6* in slow–intermediate MNs. **d**, RNAscope in situ hybridization of *grin1b* and *pvalb6* in fast MNs. **e**, Normalized soma position of Grin1b^+^ and Pvalb6^+^ MNs in the spinal cord, coronal view of one side. The size of the circles reflects the number of puncta per cell (*n* = 4 animals). **f**, Graph showing the percentage of slow (S), intermediate (I) and fast (F) MNs coexpressing *grin1b* and *pvalb6* (mean ± s.e.m., *n* = 4 animals). **g**, UMAP of log-normalized expression of *chrna2b* in MN clusters. **h**, UMAP of log-normalized expression of *neurod1* in MN clusters. **i**, Lateral view of a spinal cord segment showing RNAscope in situ hybridization of *chrna2b* and *neurod1* in slow–intermediate MNs. **j**, RNAscope in situ hybridization of *chrna2b* and *neurod1* in fast MNs. **k**, Normalized soma position of Chrna2b^+^ and Neurod1^+^ MNs in a coronal section of the spinal cord (*n* = 4 animals). **l**, Percentage of S, I and F MNs coexpressing *chrna2b* and *neurod1* (mean ± s.e.m., *n* = 4 animals). **m**, Normalized and averaged expression of *grin1b*, *pvalb6*, *calb1, chrna2b* and *neurod1* in MN clusters (MN_1–3_) (mean ± s.e.m.). **n**, Normalized and averaged number of puncta in Grin1b^+^, Pvalb6^+^, Calb1^+^, Chrna2b^+^ and Neurod1^+^ in S, I and F MNs (mean ± s.e.m.; *n* = 4 animals). **o**, Soma position of S, I and F MNs. **p**, Spatial distribution of Grin1b^+^, Pvalb6^+^ and Chrna2b^+^ MNs. Source data

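The level of opn7c (ENSDARG00000030867) was 269.7 and 121 CPM in MN1-like and 145 and 173 CPM in MN2-like cells. The boundary between the MN1-like, MN2-like and MN4-like clusters moved with the clustering. With 15 principal components the MN1-like cluster held 114 cells, and at a resolution of 0.8 it held 120, whereas the MN3-like cluster held 52 cells in both settings and 51 at a resolution of 0.4.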

Whereas MN_3_ could be identified as representing fast MN identity, clusters MN_1_ and MN_2_ exhibited overlapping gene expression. Nevertheless, these two clusters displayed differential expression levels of specific genes. In particular, the marker gene *pvalb6* showed higher expression in MN_2_ compared with MN_1_ (Fig. 2m). 

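In a direct comparison of MN1-like and MN2-like cells, edgeR called 0 genes higher in MN1-like and 0 in MN2-like cells. At an unadjusted p below 0.05, 44 genes were higher in MN1-like and 81 in MN2-like cells. DESeq2's test called 2 and 6 genes. Of 49 genes named by the paper, 0 were called when adjusted over the list alone.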

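In the deposited counts, pvalb6 had a log2 difference of 0.48 (standard error 1.21, adjusted p = 1) for MN1-like minus MN2-like cells, positive on both plates and smaller than its standard error. The sign was reversed, at −0.38, when the variable genes of the uncorrected counts were used for clustering, a setting chosen after seeing the data.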

The MNs with the highest expression of *grin1b* were located primarily laterally, where slow MNs are typically found, whereas those with the highest expression of *pvalb6* were situated mainly medially, corresponding to intermediate MNs (Fig. 2n–p). Another gene, *esrrga*, also exhibited higher expression in MN_1_ than in MN_2_ (Fig. 3a,b). 

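The log2 difference of esrrga (ENSDARG00000004861) for MN1-like minus MN2-like cells was 0.21 (standard error 0.97, adjusted p = 1), with 1092 and 434 CPM against 728 and 665 CPM. It was 0.61 on plate 1 and −0.50 on plate 2. In MN4-like cells the level was 1054 and 339 CPM. Its sign was reversed (−0.02) at a resolution of 0.8.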

RNAscope in situ hybridization analysis showed a pronounced enrichment of *esrrga* in MNs located in the lateral part of the spinal cord (Fig. 3a,c). Additionally, the expression of *esrrga* and *grin1b* was significantly higher in slow MNs compared with intermediate MNs, whereas *pvalb6* and *calb1* expression was significantly higher in intermediate MNs (Fig. 3d). These results suggest that MN_1_ and MN_2_ share overlapping gene markers. However, these clusters could be associated with slow or intermediate MNs based on their lateromedial location in the spinal cord combined with their level of expression of specific genes.

**Fig. 3:**
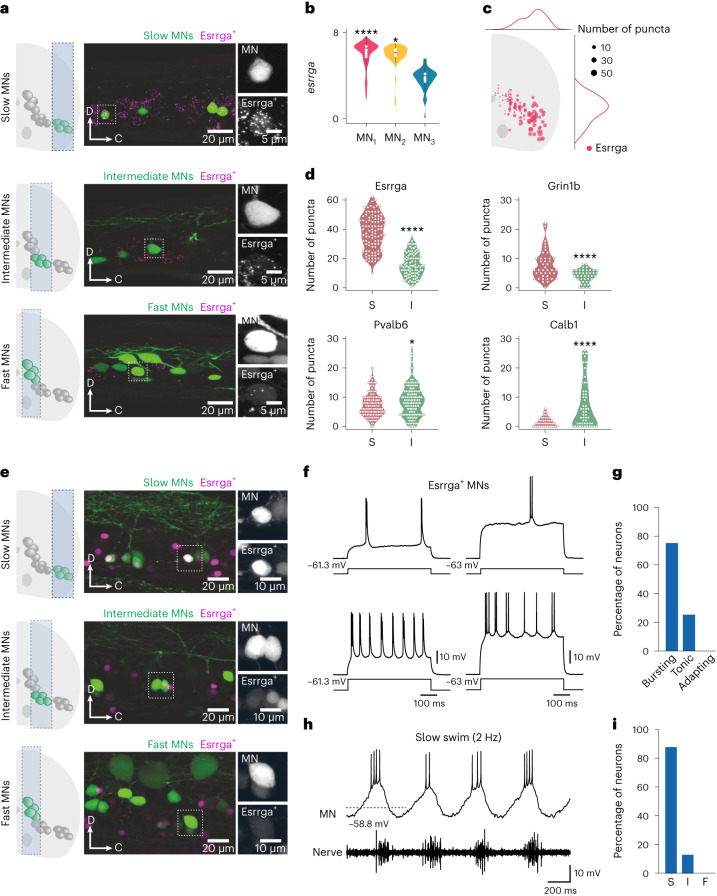
Characterization of Esrrga^+^ MNs. **a**, Lateral view of a spinal cord segment showing RNAscope in situ hybridization of *esrrga* in retrogradely labeled slow, intermediate and fast MNs. **b**, Violin plot of log-normalized expression of *esrrga* in the three MN clusters (MN_1_, *n* = 98; MN_2_, *n* = 51; MN_3_, *n* = 47; differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, *P = 0.014, ****P < 0.0001; boxes are bound by the 25th and 75th percentiles, the center line indicates the median and whiskers extend from minimum to maximum). **c**, Normalized distribution of Esrrga^+^ MNs in the spinal cord. **d**, Violin plots of the number of puncta of *esrrga* (*n* = 8 animals), *grin1b* (*n* = 9 animals), *pvalb6* (*n* = 9 animals) and *calb1* (*n* = 9 animals) in slow (S) and intermediate (I) MNs (two-tailed Mann–Whitney *U* test; *P = 0.0281, ***P = 0.0003, ****P < 0.0001). **e**, Lateral view of a spinal cord segment showing the expression of a fluorescence reporter driven by *esrrga* in a transgenic line in slow, intermediate and fast MNs. **f**, Two examples of Esrrga^+^ MNs firing in bursts of action potentials in response to depolarizing current injections. **g**, Percentage of Esrrga^+^ MNs with bursting, tonic and adapting firing patterns (*n* = 16 neurons). **h**, Recruitment of an Esrrga^+^ MN at slow swim frequencies. **i**, Percentage of Esrrga^+^ MNs recruited at slow (S), intermediate (I) or fast (F) swim frequencies (*n* = 16 neurons). Source data

To determine the functional identity of Esrrga^+^ MNs, we used a transgenic line in which the expression of a fluorescent reporter was driven by *esrrga*. The different MN subtypes were labeled retrogradely in this line and fluorescence was used as a proxy for the level of expression of *esrrga* (Fig. 3e). MNs with the highest expression of *esrrga* were located primarily in the ventrolateral aspect of the spinal cord, consistent with the typical location of slow MNs (Fig. 3e). Subsequently, we performed whole-cell patch-clamp recordings from Esrrga^+^ MNs to validate their functional identity. Most of the recorded Esrrga^+^ MNs fired in bursts of action potentials (Fig. 3f,g)—a characteristic feature of slow MNs in adult zebrafish^31,32^. Importantly, none of the recorded Esrrga^+^ MNs displayed an adapting firing pattern, which is known to be restricted to fast MNs in adult zebrafish (Fig. 3g). To further confirm the slow MN identity of Esrrga^+^ MNs, we determined their recruitment frequency during swimming and showed that almost all the recorded Esrrga^+^ MNs were recruited at slow swim frequencies (<3 Hz; Fig. 3h,i).

To assess the importance of transcription factors (TFs) in defining the diversity of the MN subtypes, we clustered these MNs using exclusively the expression of TF genes. The resulting clusters (referred to as MN-t clusters) showed a striking correspondence with the clusters obtained from the whole transcriptome analysis (Extended Data Fig. 5). 

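Transcription factor genes were chosen by symbol family, because the list that the paper took from Panther is not in the files, and 1136 of them were used to cluster the MNs without the MN5-like cluster. At a resolution of 0.6 the cells formed 4 clusters. Of 52 MN3-like cells, 51 fell in a cluster of 53 cells. A cluster of 39 cells held 33 MN4-like cells. The remaining clusters, of 107 and 94 cells, held 49 and 26 MN1-like, 41 and 44 MN2-like and 17 and 24 MN4-like cells.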

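Clustering on transcription factor genes at a resolution of 0.4 gave 3 clusters of 200, 53 and 40 MNs. The largest held 75 of 77 MN1-like and 84 of 90 MN2-like cells together with 41 of 74 MN4-like cells. Without zinc finger genes, at a resolution of 0.6, 5 clusters formed, and 50 MN3-like cells shared 1 of them.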

More specifically, the MN population comprised three TF-defined clusters, where MN_1_ and MN_2_ became merged into a single cluster MN-t_1_, while the clusters corresponding to fast (MN-t_2_) and caudal (MN-t_3_) MNs remained separated (Extended Data Fig. 5a). Each of these clusters was enriched with a selective set of TFs (Extended Data Fig. 5b). 

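Of 938 transcription factor genes tested and not used for clustering the whole transcriptome, edgeR called 1 higher in MN1-like, 4 in MN2-like, 0 in MN3-like and 5 in MN4-like cells, each against the mean of the other clusters. At an unadjusted p below 0.05, 66 were higher in MN3-like cells, and DESeq2's test called 29. These edgeR calls of transcription factor genes were not adjusted over all genes, so that they need not be among the calls over all genes. Differences between clusters formed from transcription factors alone were not analysed here.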

We next performed regulon analysis followed by GO to determine whether specific TFs play a regulatory role for slow–intermediate (MN-t_1_) and fast (MN-t_2_) MN clusters. This analysis revealed selective regulons comprising specific key TFs for each of the clusters (Extended Data Fig. 5c,d). One of the top-scoring regulons in the slow–intermediate cluster MN-t_1_ was *esrrga*, which interacted with a large network of predicted target genes (Extended Data Fig. 5d). Fast cluster MN-t_2_ was enriched in different regulons, and among the top ones was *ebf1b*, which forms a network with other predicted TF genes, including *neurod1* (Extended Data Fig. 5c,d).

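Regulons were not analysed here. Of the genes that the gene name table lists as EBF1, without telling the zebrafish copies apart, ENSDARG00000069196 had 0 and 103 CPM and ENSDARG00000099849 had 121 and 7.26 CPM in MN3-like cells on the plates, so that each was found mainly on another plate. For neurod1, the log2 difference of the mean of MN1-like and MN2-like cells from MN3-like cells was −3.07 (standard error 0.66, adjusted p = 0.348), negative on both plates.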

These results show that the different functional MN subtypes can be captured molecularly based on their gene expression profile and validated electrophysiologically. While fast MNs are clearly separated from slow–intermediate MNs based on their TF and their overall gene expression, the assignment of slow versus intermediate identity is not recapitulated by TFs alone and becomes apparent based on the expression levels of specific genes.

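For the mean of MN1-like and MN2-like cells against MN3-like cells, edgeR called 1 gene higher and 0 lower, with 377 and 240 at an unadjusted p below 0.05, and DESeq2's test called 273 and 91. The 1 gene that edgeR called over all genes was CABP7 (ENSDARG00000060846, adjusted p = 0.0346). Among the transcription factor genes, 1 was called higher in this comparison and 0 in MN1-like against MN2-like cells. At an unadjusted p below 0.05, 50 and 11 of them were higher, and DESeq2's test called 34 and 1. The edgeR calls of transcription factor genes were not adjusted over all genes, so that they need not be among the calls over all genes. The paper concludes that fast MNs are set apart by their transcription factors and by their gene expression as a whole, and slow from intermediate MNs by the levels of specific genes.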

### Molecular diversity of V2a INs

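Chx10+ cells filled 2 plates of 384 wells, with 1 pool of 6 to 10 spinal cords on each plate, and the deposited values are the authors' raw read counts for each gene and well. In the wells that passed quality control, the median number of sequenced reads was 630989 on plate 1 and 763810 on plate 2. Between 12307 and 591118 reads per well were counted on genes on plate 1, and between 10826 and 753886 on plate 2. The plates were not integrated, since the paper's methods name integration for the isl1a:GFP samples. Sums per plate and cluster were tested as for the MNs, with n = 2 plates, a biological coefficient of variation of 0.836 and 3 residual degrees of freedom. In simulated counts with a similar spread, the test recovered 0% of 4-fold, 23.5% to 29% of 16-fold and 73.5% to 75% of 64-fold changes, and 1.32% to 6% of its calls were of unchanged genes. Clusters were named from the markers labelled in Fig. 4c.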

The diversity of V2a INs was determined using scRNA-seq of Chx10^+^ neurons dissociated from 7-week-old zebrafish spinal cords of the *vsx2* transgenic line referred to as Tg(*chx10*:GFP)^42^. This line is known to capture all V2a IN subtypes of the three speed circuit modules (Fig. 4a)^18,19,24,43^. 

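Under the limits used for the isl1a:GFP cells, 300 wells of plate 1 and 325 wells of plate 2 passed, which gave 625 Chx10+ cells. Too few genes were detected in 84 wells of plate 1 and 52 wells of plate 2. A minimum of 3000 genes moved the number of cells most, to 437, and a minimum of 1000 genes gave 694.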

A total of 593 Chx10^+^ neurons passed quality control and were used for cluster analysis. This analysis revealed four molecularly distinct clusters, of which V2a_4_ showed distinct characteristics of immature neurons (Fig. 4b,c). This cluster was highly enriched with genes related to development, differentiation and RNA translation, but was less enriched with genes for glutamate synaptic transmission (Fig. 4d–f), supporting the immature nature of neurons of this cluster; hence, it was not analyzed further.

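The Chx10+ cells formed 4 clusters with 166 V2a1-like, 142 V2a2-like, 145 V2a3-like and 172 V2a4-like cells, each with cells of both plates. Of 43 cells matched to columns that the source data of Fig. 5p label C1-2, 41 were V2a1-like, and 40 to 43 in the other clusterings. The boundary between V2a3-like and V2a4-like cells moved with the clustering, and at a resolution of 0.4 the clusters held 264 and 52 cells. Over 18841 genes not used for clustering, edgeR called 29 genes higher in V2a1-like, 234 in V2a2-like, 47 in V2a3-like and 311 in V2a4-like cells. DESeq2's test called 198, 672, 333 and 939 genes, and in simulated V2a counts with 16-fold changes 48.8% to 53.7% of its calls were of unchanged genes. At a resolution of 0.4, edgeR called 0 genes higher in V2a3-like cells, with 1336 at an unadjusted p below 0.05. In 11 wells of the V2a3-like cluster, genes of glial and immune cells made up at least 1% of the counts. Without these wells 40 genes were called. Such genes, among them cd74a and GFAP, were among the top 10 genes of this cluster by fold, and no V2a3 marker was. Glial and immune cells were not among the types that a cluster could be named for.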

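Of the development genes of Fig. 4e, tubb5 (ENSDARG00000037997) differed between V2a4-like cells and the mean of the other V2a clusters by a log2 difference of 5.09 (standard error 0.38, adjusted p = 2.8e-04) and tuba1a (ENSDARG00000001889) by 1.57 (standard error 0.20, adjusted p = 0.00328). For nme2b.1 (ENSDARG00000103791) the difference was 1.18 (standard error 0.20, adjusted p = 0.0125) and for cnp (ENSDARG00000070822) 1.30 (standard error 0.28, adjusted p = 0.0310), and all 4 genes were higher on both plates. Without plate as a block, cnp was not called (adjusted p = 0.0650). The 89 ribosomal protein genes were higher relative to other genes, with a median log2 difference of 0.87 (adjusted p = 2.7e-41), a call that held under fry (0.00862) and not with an estimated correlation (0.225). The synaptic transmission genes (median −0.06, adjusted p = 0.0957) and the ion channel genes (median −0.20, adjusted p = 0.467) did not pass the threshold. Of the genes listed as SLC17A6, ENSDARG00000041150 was lower in V2a4-like cells, with a log2 difference of −1.06 (standard error 0.20, adjusted p = 0.0180), and ENSDARG00000001127 was not called (−0.50, adjusted p = 0.617) and was higher on plate 1.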

**Fig. 4:**
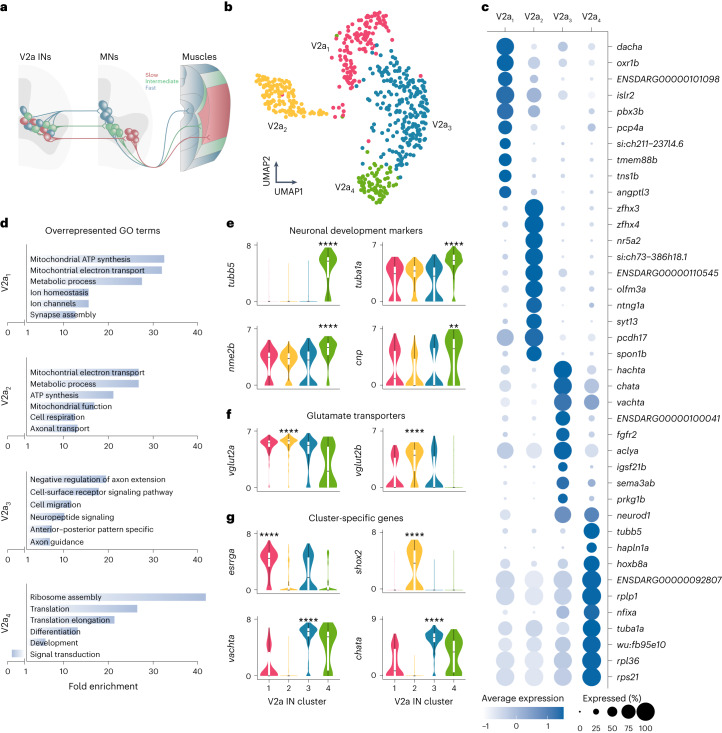
Molecular characterization of V2a IN diversity. **a**, Schematic showing the soma position and connectivity pattern of V2a INs and MNs in the spinal cord as well as the innervation and organization of axial muscles in adult zebrafish. **b**, V2a INs single-cell transcriptomes visualized with UMAP, color-coded for four molecularly defined clusters (V2a_1–4_, *n* = 593 cells; V2a_1_, *n* = 137; V2a_2_, *n* = 125; V2a_3_, *n* = 221; V2a_4_, *n* = 77). **c**, Examples of differentially expressed genes in each cluster. The size of the circle reflects the proportion (%) of the cells expressing the gene in a cluster, and the color intensity reflects its average expression level within that cluster. **d**, GO analysis of differentially expressed genes in each cluster. **e**, Log-normalized expression of neuronal development gene markers (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, **P = 0.0027, ****P < 0.0001). **f**, Log-normalized expression of glutamate transporter genes (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ****P < 0.0001). **g**, Log-normalized expression of selected gene markers for each cluster (differential gene expression analysis, nonparametric Wilcoxon rank sum test with Bonferroni adjusted *P* value, ****P < 0.0001). In **e**–**g**, boxes are bound by the 25th and 75th percentiles, the center line indicates the median and whiskers extend from minimum to maximum.

GO analysis showed that clusters V2a_1_ and V2a_2_, but not cluster V2a_3_, had overexpression of genes related to high metabolic activity associated with sustained firing properties (Fig. 4d). 

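The 108 nuclear genes of the respiratory chain were higher relative to other genes in V2a1-like cells (median log2 difference 0.51, adjusted p = 6.2e-26) and V2a2-like cells (median 0.67, adjusted p = 1.0e-31), and not in V2a3-like cells (median −0.02, mean 0.02, adjusted p = 0.118). The 13 mitochondrially encoded genes were higher in V2a1-like (median 0.29, adjusted p = 4.6e-12) and V2a2-like cells (median 0.34, adjusted p = 1.1e-11) and were not called in V2a3-like cells (adjusted p = 0.362), where their median and mean differ in sign. Under fry, the nuclear genes in V2a2-like cells were the one call of these that held (0.0329), and with an estimated correlation none did. Without a filter on low counts, both lists were lower relative to other genes in V2a3-like cells (adjusted p = 0.0155 for the nuclear and 0.0173 for the mitochondrial genes). The difference between clusters in these lists was not tested.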

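The SLC17A6 copy ENSDARG00000041150 had between 568 and 1005 CPM in the V2a1-like, V2a2-like and V2a3-like clusters on either plate, and the copy ENSDARG00000001127 between 75.7 and 214 CPM. Among called genes that were higher on both plates, the largest log2 differences in V2a1-like cells were those of si:ch211-237l4.6 (5.95), CACNA1E (4.32) and RSPO2 (3.74). In V2a2-like cells they were CHST8 (6.32), SVEP1 (5.87) and htr1aa (5.86), and in V2a3-like cells CDO1 (2.71) after the genes chata and slc18a3a. In V2a4-like cells PTGER1 (4.86) and nfixa (4.58) followed tubb5.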

While all the three clusters expressed marker genes for glutamate synaptic transmission (Fig. 4f), they were selectively enriched with specific marker genes (Fig. 4g). Among the differentially expressed genes, V2a_1_ was enriched with *esrrga*, V2a_2_ with *shox2* and V2a_3_ with cholinergic transmission marker genes such as *chata* and *vachta* (Fig. 4g).

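For esrrga, the level was 347 and 454 CPM in V2a1-like, 264 and 204 CPM in V2a3-like and 41.8 and 101 CPM in V2a4-like cells, and V2a1-like cells exceeded the mean of the other clusters by a log2 difference of 1.87 (standard error 0.28, adjusted p = 0.0329). It was not called at a resolution of 0.4 (adjusted p = 0.708) or 0.8 (0.699), with named genes kept in the clustering (0.632) or with the plates integrated (0.579). For shox2 (ENSDARG00000075713), the level was 437 and 385 CPM in V2a2-like cells and at most 60.1 CPM elsewhere, with a log2 difference of 5.11 (standard error 0.68, adjusted p = 0.00411), and it was not called at a resolution of 0.4 (0.0540). In V2a3-like cells, the log2 difference was 3.52 (standard error 0.40, adjusted p = 0.00345) for chata and 3.25 (standard error 0.38, adjusted p = 0.00402) for slc18a3a. Both were as high in V2a4-like cells, with 1389.7 and 1354 CPM of slc18a3a against 1438 and 1297 CPM in V2a3-like cells, so that these differences rest on the V2a1-like and V2a2-like clusters. At a resolution of 0.4, where the V2a3-like cluster was larger and the V2a4-like cluster smaller, chata (adjusted p = 0.105) and slc18a3a (0.188) were not called. All 4 genes were higher on both plates.

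**Figure D2:**
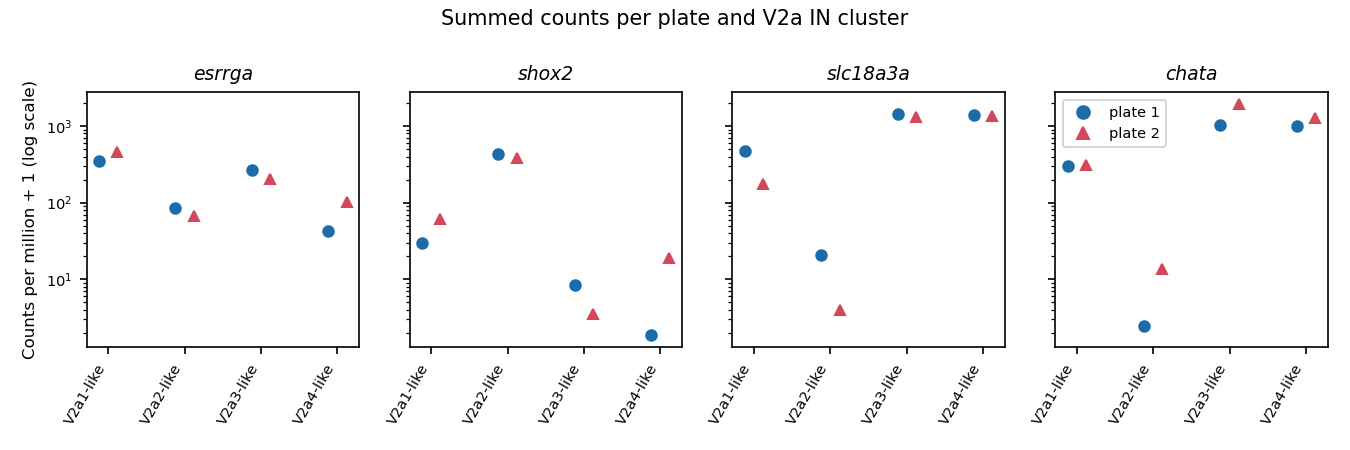
Levels in CPM plus 1 (log scale) of esrrga, shox2, slc18a3a and chata in the cells of each V2a IN cluster, summed per plate, with circles for plate 1 and triangles for plate 2.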

The importance of TFs in determining the diversity of the V2a IN subtypes was assessed by reclustering these neurons exclusively by the expression of TF genes. This analysis resulted in four clusters (V2a-t_1–4_) (Extended Data Fig. 6a). 

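With 1273 transcription factor genes, the V2a INs without the V2a4-like cluster formed 3 clusters at a resolution of 0.6, of 178, 154 and 121 cells. They formed 4 at a resolution of 0.8 and 4 without zinc finger genes.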

V2a-t_1_ and V2a-t_2_ showed striking correspondence with the original clusters V2a_1_ and V2a_2_, respectively. However, the original V2a_3_ split into two closely related clusters, V2a-t_3_ and V2a-t_4_. 

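Of 142 V2a2-like cells, 133 lay in the cluster of 154 cells. Of 166 V2a1-like cells, 102 lay in the cluster of 121 cells, of which they made up 84.3%, and 48 in the cluster of 178 cells.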

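Of 145 V2a3-like cells, 129 lay in the largest cluster here. With a resolution of 0.8, 112 lay in 1 cluster and 18 in a cluster of 74 cells that held 52 V2a1-like cells. When zinc finger genes were left out, 125 V2a3-like cells lay in 1 cluster. In that setting a cluster of 46 cells held 40 V2a1-like cells. The V2a4-like cluster, whose boundary with the V2a3-like cluster moved with the clustering, was not part of this step.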

Each cluster was defined by overexpression of several specific TFs (Extended Data Fig. 6b). Furthermore, regulon analysis identified cluster specific regulons with key TFs interacting with different target genes related to neuronal function, connectivity and transcription (Extended Data Fig. 6c,d). The slow and intermediate clusters V2a-t_1_ and V2a-t_2_ had different top-scoring regulons that interacted with different TFs, channel and receptor genes (Extended Data Fig. 6c,d). 

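The level of neurod1 was 613 and 641 CPM in V2a3-like, 225 and 269.9 CPM in V2a1-like and 2.43 and 28.3 CPM in V2a2-like cells. The mean of V2a1-like and V2a2-like cells minus V2a3-like cells was −3.57 (standard error 0.58, adjusted p = 0.0147) on the log2 scale, negative on both plates. For the EBF1 copy ENSDARG00000099849 the difference was −1.83 (standard error 0.46, adjusted p = 0.0967), and it was called in DESeq2's test (0.00390), without a filter on low counts (0.0144) and with 15 principal components (0.00510). The copy ENSDARG00000069196 had at most 0.664 CPM in any V2a cluster, too few reads for the test.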

The top regulons of the fast clusters V2a-t_3_ and V2a-t_4_, *ebf1a* and *neurod1*, form a network with other predicted TF genes, including *vachta* (Extended Data Fig. 6c,d). Interestingly, the two top regulons of fast V2a INs are shared with the fast MN cluster MN-t_2_.

Overall, these results show that the diversity of V2a INs can be revealed by the differential expression of TFs alone with three main clusters defined by selective marker genes (*esrrga*, *shox2* or *vachta*).

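For the V2a INs, 1100 transcription factor genes were tested that were not used for clustering the whole transcriptome. Of these, edgeR called 2 higher in V2a1-like, 22 in V2a2-like and 23 in V2a3-like cells. As for the MNs, these calls were not adjusted over all genes. From the clusters formed with transcription factors alone, the paper concludes that these genes reveal the diversity of V2a INs, with 3 main clusters marked by esrrga, shox2 or vachta.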

### V2a IN clusters represent functional subtypes

To examine whether the molecularly defined V2a IN clusters represent different functional subtypes within the spinal locomotor circuits, we performed electrophysiological analysis. We used transgenic lines in which a fluorescent reporter (GFP or red fluorescent protein (RFP)) expression is driven by *esrrga*, *shox2* or *vachta* that were crossed either with Tg(*chx10*:RFP) or Tg(*chx10*:GFP). The Esrrga^+^ V2a INs were restricted mostly to cluster V2a_1_ (Fig. 5a,b) and most of them displayed pacemaker properties and fired in bursts of action potentials in response to depolarizing current injections (Fig. 5c,j). These Esrrga^+^ V2a INs were of small size and displayed only unidirectional descending axonal projections in the lateral aspect of the spinal cord (Extended Data Fig. 7a,d–f). 

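After each Chx10+ cell was thinned to 208925 reads, reads of esrrga were found in 122 of 149 V2a1-like cells, a share of 81.9% (95% exact interval 74.7% to 87.7%). The share was 66.1% (57.2% to 74.3%) of 127 V2a3-like, 25.9% (19.3% to 33.5%) of 158 V2a4-like and 25.8% (18.5% to 34.3%) of 128 V2a2-like cells.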

The Shox2^+^ V2a INs were confined to cluster V2a_2_ (Fig. 5d,e) and fired mostly tonically when they were depolarized with current injections (Fig. 5f,j). These V2a INs also had small soma size but displayed bidirectional axonal projections with a longer descending and shorter ascending projection also running in the lateral aspect of the spinal cord (Extended Data Fig. 7b,d–f). 

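Reads of shox2 were found in 72 of 128 thinned V2a2-like cells, a share of 56.2% (95% exact interval 47.2% to 65.0%), with 49.3% on plate 1 and 65.5% on plate 2. In V2a1-like cells the share was 14.8% (9.49% to 21.5%), in V2a3-like cells 5.51% (2.24% to 11.0%) and in V2a4-like cells 5.70% (2.64% to 10.5%).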

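In the sequencing data, reads of slc18a3a, also called vachta, were found in 111 of 127 thinned V2a3-like cells, a share of 87.4% (95% exact interval 80.3% to 92.6%). They were also found in 80.4% (73.3% to 86.3%) of 158 V2a4-like cells, in 48.3% (40.1% to 56.6%) of 149 V2a1-like cells and in 15.6% (9.81% to 23.1%) of 128 V2a2-like cells. The level in V2a1-like cells was 470.4 and 172 CPM.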

The vAChTa^+^ V2a INs were restricted to cluster V2a_3_ (Fig. 5g,h), were characterized by a strong adaptation and fired mostly at the beginning of the current injection (Fig. 5i,j). These V2a INs had a large soma size and always displayed long bidirectional axonal projections with a main descending axon running medially in the spinal cord that gave rise to an ascending collateral projection (Extended Data Fig. 7c–f). In addition, previously described local cholinergic V2a INs embedded in the escape circuit (esV2a)^44^ were also captured in the vAChTa^+^ V2a IN population (Extended Data Fig. 7c).

**Fig. 5:**
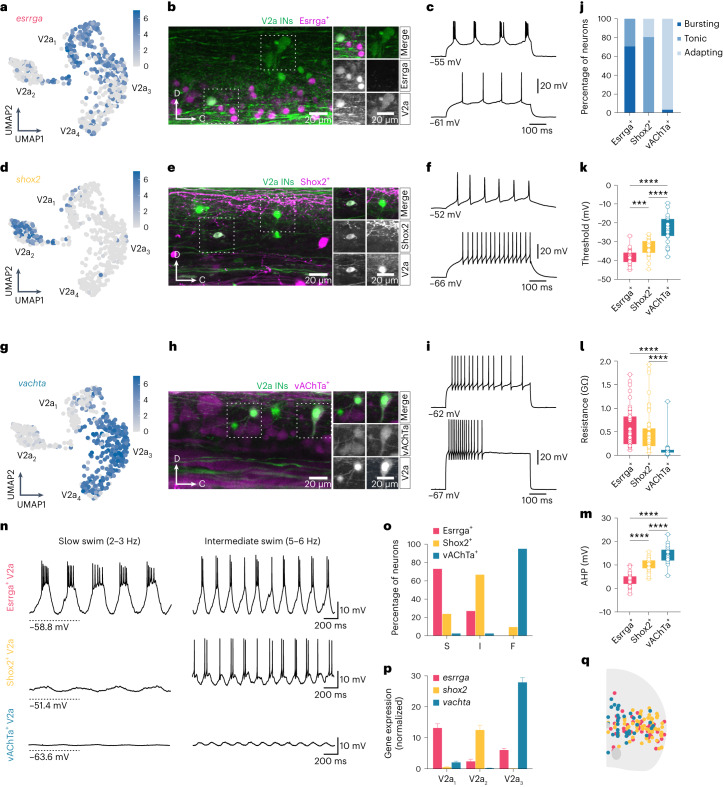
Electrophysiological and functional validation of V2a IN molecular clusters. **a**, UMAP of log-normalized expression of *esrrga* in V2a IN clusters. **b**, Expression of Essrga and Chx10 in a spinal segment. **c**, Examples of bursting (top) or tonic (bottom) firing Esrrga^+^ V2a INs. **d**, UMAP log-normalized expression of *shox2* in V2a IN clusters. **e**, Expression of Shox2 and Chx10 in a spinal segment. **f**, Examples of tonic firing Shox2^+^ V2a INs. **g**, UMAP log-normalized expression of *vachta* in V2a IN clusters. **h**, Expression of vAChTa and Chx10 in a spinal segment. **i**, Examples of adapting firing vAChTa^+^ V2a INs. **j**, Percentage of Esrrga^+^, Shox2^+^ or vAChTa^+^ V2a INs with bursting, tonic or adapting firing (*n* = 43 Esrrga^+^, *n* = 53 Shox2^+^; *n* = 28 vAChTa^+^ V2a INs). **k**, Firing threshold of the three V2a INs subtypes (one-way ANOVA with Tukey’s post hoc multiple comparisons, ***P = 0.0009 ****P < 0.0001; *n* = 23 vAChTa^+^; 28 Shox2^+^; 32 Esrrga^+^ V2a INs). **l**, Input resistance of the three V2a INs subtypes (Kruskal–Wallis test with Dunn’s post hoc multiple comparisons, ****P < 0.0001; *n* = 44 vAChTa^+^; *n* = 47 Shox2^+^; *n* = 47 Esrrga^+^ V2a INs). **m**, AHP amplitude of the three V2a INs subtypes (one-way ANOVA with Tukey’s post hoc multiple comparisons, ****P < 0.0001; *n* = 23 vAChTa^+^; *n* = 34 Shox2^+^; *n* = 30 Esrrga^+^ V2a INs). **n**, Top, an Esrrga^+^ V2a IN recruited at slow and intermediate swim frequencies. Middle, a Shox2^+^ V2a IN recruited at intermediate swim frequencies. Bottom, a vAChTa^+^ V2a IN not recruited at slow and intermediate swim frequencies. **o**, Percentage of Esrrga^+^, Shox2^+^ or vAChTa^+^ V2a INs identified as slow (S), intermediate (I) or fast (F) (*n* = 31 Esrrga^+^, *n* = 40 Shox2^+^; *n* = 38 vAChTa^+^ V2a INs). **p**, Averaged expression *esrrga*, *shox2* and *vachta* in V2a IN clusters (mean ± s.e.m.; V2a_1_: *n* = 137; V2a_2_: *n* = 125; V2a_3_: *n* = 221). **q**, Soma position of Esrrga^+^, Shox2^+^ and vAChTa^+^ V2a INs. In **k**–**m**, boxes are bound by the 25th and 75th percentiles and whiskers extend from minimum to maximum. Source data

In addition to differences in their firing properties and morphology, these three V2a INs subtypes defined by molecular clustering also displayed clear differences in their excitability. The most excitable were the Esrrga^+^ V2a INs (cluster V2a_1_), which had the lowest firing threshold, highest input resistance and smallest afterhyperpolarization (AHP; Fig. 5k–m). The Shox2^+^ V2a INs (cluster V2a_2_) were also characterized by high excitability, albeit to a lesser extent than the Esrrga^+^ neurons (Fig. 5k–m). In contrast, the vAChTa^+^ V2a INs (cluster V2a_3_) were the least excitable and had the highest firing threshold, lowest input resistance and largest AHP (Fig. 5k–m).

The difference in excitability of the three V2a IN subtypes mirrored the sequential order of their recruitment with increasing swimming speeds. Most of the Esrrga^+^ V2a INs were recruited at the slowest swim frequencies (<4 Hz) and maintained their recruitment as the speed increased (Fig. 5n). The Shox2^+^ V2a INs were recruited mostly at intermediate swim speeds (4–7 Hz) (Fig. 5n). vAChTa^+^ correspond to fast V2a INs as they were never recruited at slow or intermediate frequencies up to 7 Hz (Fig. 5n), and they become recruited at higher frequencies (>7–8 Hz) (Extended Data Fig. 7g)^18^. The preferential speed-dependent recruitment of the three V2a INs subtypes (slow, intermediate and fast) (Fig. 5o) matched the expression levels of their selective marker genes of the three transcriptionally defined V2a IN clusters (V2a_1–3_) (Fig. 5p). RNAscope analysis of *esrrga*, *shox2* and *vachta* in Tg(*chx10*:GFP) revealed that the soma of V2a INs of the three clusters did not show any preferential position as they were intermingled in the spinal cord (Fig. 5q). These results show a tight correspondence between the anatomical, electrophysiological and functional properties of V2a IN subtypes^18,19,23,24^ and their distinct molecular profiles. Slow V2a INs comprise cluster V2a_1_, intermediate comprise cluster V2a_2_ and fast V2a INs comprise cluster V2a_3_.

### Early differentiation of MNs and V2a INs

To determine whether the transcriptional differentiation of MNs and V2a INs is established early during development, we analyzed available scRNA-seq data from 4 days postfertilization larvae^45^. Larval MN segregated into six clusters (MN-l_1–6_) (Extended Data Fig. 8a). Two of these clusters expressed known markers of either slow (MN-l_1_) or fast (MN-l_2_) MNs, whereas the other four clusters (MN-l3-6) expressed a marker of fin MNs, *foxp1b* (ref. ^46^) (Extended Data Fig. 8b). Larval MN-l_1_ was highly enriched in gene markers of adult MN clusters (MN_1_ and MN_2_; *esrrga*, *grin1b*, *pvalb6*) corresponding to slow–intermediate MNs (Extended Data Fig. 8c), whereas larval MN-l_2_ was enriched in gene markers specific to the adult fast MN cluster (MN_3_; *chrna2b*, *neurod1*, *ebf3a*) (Extended Data Fig. 8d). Similarly, this analysis revealed three larval V2a IN clusters (V2a-l_1–3_) (Extended Data Fig. 8e). Each of these clusters was selectively enriched in adult gene markers of either slow (V2a_1_; *esrrga*, *sp8a*), intermediate (V2a_2_; *shox2*, *zfhx3b*) or fast (V2a_3_; *vachta*, *ebf1a*) V2a INs (Extended Data Fig. 8f–h). These results suggest that, early during development, MNs are differentiated into two main molecularly defined subtypes, whereas V2a INs are already segregated into three molecularly distinct subtypes.

### Molecular underpinnings of circuit modules

V2a INs and MNs are known to be connected in a specific organization to form three circuit modules that drive locomotion at slow, intermediate and fast speeds^18,24^. However, it is not known whether each of these circuit modules has a common molecular signature. To address this question, we first analyzed the integrated MN and V2a IN transcriptome, which allows the identification of shared molecular features among the two neuronal populations^47^. The integrated dataset revealed a distinct pattern with the MN and V2a IN clusters belonging to the same speed module being located in close proximity in the transcriptomic space (Fig. 6a). All the clusters comprising the slow and intermediate speed modules across both populations occupied the left half of the transcriptome map (Fig. 6a). The fast MN cluster together with fast V2a INs, and the immature neurons of both neuronal populations occupied the right half of the map (Fig. 6a). Furthermore, there were several genetic markers for the slow/intermediate or fast module that were enriched both in MN and V2a IN datasets (Fig. 6b). These include TFs (*esrrga*, *neurod1*, *nfixa, nfixb*); genes that regulate neuronal physiology (*oxr1a, oxr1b;* oxidation resistance genes for the metabolically active slow module); and cell adhesion molecules that could be important in the establishment and maintenance of the proper neuronal connectivity (*csmd2*, *pcdh17*, *ncs1a*, *c1qtnf4*).

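Within each population, the mean of clusters 1 and 2 was compared with cluster 3. In V2a INs, edgeR called 65 genes higher in the slow–intermediate and 109 in the fast cluster, and DESeq2's test 446 and 538. The edgeR numbers depended on the clustering. They were 2 and 3 at a resolution of 0.4, 1 and 5 with the plates integrated, and 117 and 148 with 15 principal components. In MNs, edgeR called 1 and 0 genes. A direct test of the difference between the populations called 85 of 17399 genes, where the slow–intermediate minus fast difference was higher in MNs for 55 genes and in V2a INs for 30. Without plate as a block 28 genes were called, with DESeq2's test 787, and when the genes named by the paper were kept among the variable genes 8.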

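The transcription factor genes neurod1, nfixa (ENSDARG00000043226) and nfixb (ENSDARG00000061836) were lower in the slow–intermediate than in the fast clusters in both populations. For nfixa and nfixb, the log2 differences were −3.21 and −2.43 in MNs, where neither was called (adjusted p = 0.924 and 0.898), and −3.74 and −3.50 in V2a INs, where both were (0.00549 and 0.00129). For esrrga, the difference was 1.23 (adjusted p = 0.924) in MNs and −0.50 (0.579) in V2a INs, where its sign was reversed at a resolution of 0.4 (0.04). The gene oxr1a (ENSDARG00000095865) was higher in the slow–intermediate clusters in both, by 3.95 (adjusted p = 0.552) in MNs and 0.79 (0.322) in V2a INs. The gene oxr1b (ENSDARG00000063310) was higher in V2a INs (1.35, adjusted p = 0.0189) and not in MNs (−0.44, adjusted p = 0.939). For csmd2 and pcdh17 the differences were 1.36 and 0.89 in MNs, neither called, and 2.27 and 3.70 in V2a INs, both called. The gene c1qtnf4 and the NCS1 copy ENSDARG00000055229 were lower in the slow–intermediate clusters, with differences of −2.54 and −2.77 in MNs, neither called, and of −1.23 and −2.53 in V2a INs, both called. The name table does not tell which of the genes listed as NCS1 is ncs1a. The other copy, ENSDARG00000054186, had the opposite sign, with differences of 0.29 in MNs and 1.45 in V2a INs, neither called. At a resolution of 0.4, neurod1, nfixa, oxr1b, csmd2, c1qtnf4 and the NCS1 copy ENSDARG00000055229 were not called in V2a INs, with differences of the same sign.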

**Fig. 6:**
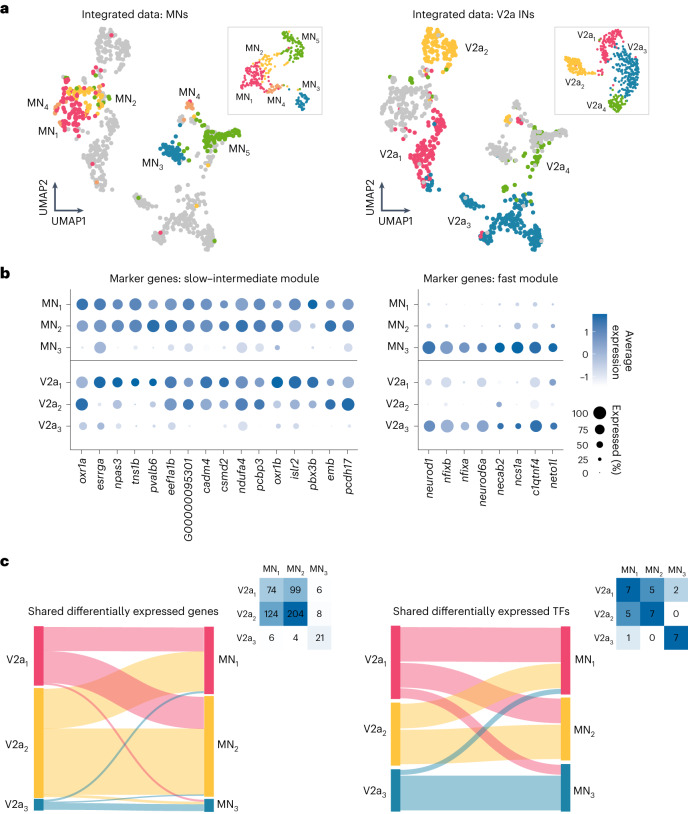
Shared features of functional speed modules across spinal populations. **a**, Left, UMAP of the MN and V2a IN integrated dataset, color-coded for original MN clusters (inset). Right, UMAP of the integrated dataset, color-coded for original V2a IN clusters (inset). **b**, List of differentially expressed genes in the different circuit modules. Left, slow and intermediate modules; right, fast module. The size of the circle reflects the proportion (%) of the cells expressing the gene in a cluster, and the color intensity reflects its average expression level within that cluster. **c**, Top, Sankey plot of overall differentially expressed genes (left) and differentially expressed TFs (right) shared by different modules of V2a IN and MN clusters. Insets, data are presented as a heatmap with number of genes.

To determine whether the differentially expressed genes in each of the V2a IN and MN clusters capture their modular circuit identity, we compared the gene expression profiles of each functional cluster of the two separate datasets. Analysis of the overall differentially expressed gene set and TFs showed a clear correspondence between V2a IN and MN clusters belonging to the same speed module, with some overlap between slow and intermediate clusters (Fig. 6c). 

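Each of the clusters 1 to 3 was compared with the mean of the other two of its population, over 14030 genes tested in both. In MNs edgeR called 0 genes higher in any of the clusters, and in V2a INs 11, 54 and 76, so that each of the 9 pairs of clusters shared 0 genes. At an unadjusted p below 0.05, MN1-like cells shared 11, 33 and 18 genes with V2a1-like, V2a2-like and V2a3-like cells, where lists independent of each other would share 4.97, 9.64 and 10.7. In the same order, MN2-like cells shared 18, 38 and 21 genes, against 6.40, 12.4 and 13.7, and MN3-like cells 17, 16 and 29, against 4.46, 8.65 and 9.56. With DESeq2's calls, MN1-like cells shared 1, 8 and 1 genes, MN2-like cells 2, 6 and 1 and MN3-like cells 0, 3 and 7. The excess over independent lists was not tested, since genes are not independent replicates.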

A similar analysis was performed on V2a INs and MNs that were clustered exclusively by their TF expression (Extended Data Figs. 5a,b and 6a,b). This analysis also showed a clear correspondence between TF-defined V2a IN and MN clusters according to their respective speed module (Extended Data Fig. 6e). These results show that the three V2a IN-MN speed modules, previously defined electrophysiologically^18,19,23,24^, are each characterized by common molecular signatures.

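Across 14030 genes, the slow–intermediate minus fast differences of MNs and V2a INs had a Pearson correlation of r = −0.00957. For the 4 pairs of an MN plate and a V2a IN plate, r lay between 0.0146 and 0.0509, so that the sign differed from that of the plates combined. This correlation is across genes, which are not independent replicates. A joint embedding of both populations was not analysed here. From the correspondence of clusters of the same speed, the paper concludes that the 3 V2a IN–MN modules each have a common molecular signature.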

Next, we performed dual patch-clamp recordings from V2a INs of each transcriptionally defined cluster and slow, intermediate or fast MNs to examine their functional connectivity. To target V2a INs of each cluster, we used transgenic lines in which the expression of a fluorescent reporter was driven by *esrrga*, *shox2* or *vachta*, and crossed with *chx10* transgenic lines (see above). Retrograde labeling of fluorescent dyes into the respective muscles allowed us to target slow, intermediate and fast MNs. Esrrga^+^ V2a INs (cluster V2a_1_) exhibited reliable monosynaptic connections with slow, Esrrga^+^ MNs (Fig. 7a,c; top). Reconstruction of the connected pairs revealed that the axons of Esrrga^+^ V2a IN specifically targeted the dendrites of slow MN (Fig. 7b; top). Similarly, Shox2^+^ V2a INs (cluster V2a_2_) displayed consistent monosynaptic connections with intermediate MNs through axo-dendritic contacts (Fig. 7a–c; middle). vAChTa^+^ V2a INs (cluster V2a_3_) were found to be connected to fast MNs (Fig. 7a, c; bottom). In contrast to slow and intermediate V2a INs, the axon collaterals of fast V2a INs targeted the soma of fast MNs (Fig. 7b; bottom), as described previously^23^. Furthermore, there were no connections between slow Esrrga^+^ V2a INs and fast MNs, nor between fast vAChTa^+^ V2a INs and slow MNs (Extended Data Fig. 7h). These results show selective and reliable connections of transcriptionally defined V2a INs with MNs of the corresponding module.

**Fig. 7:**
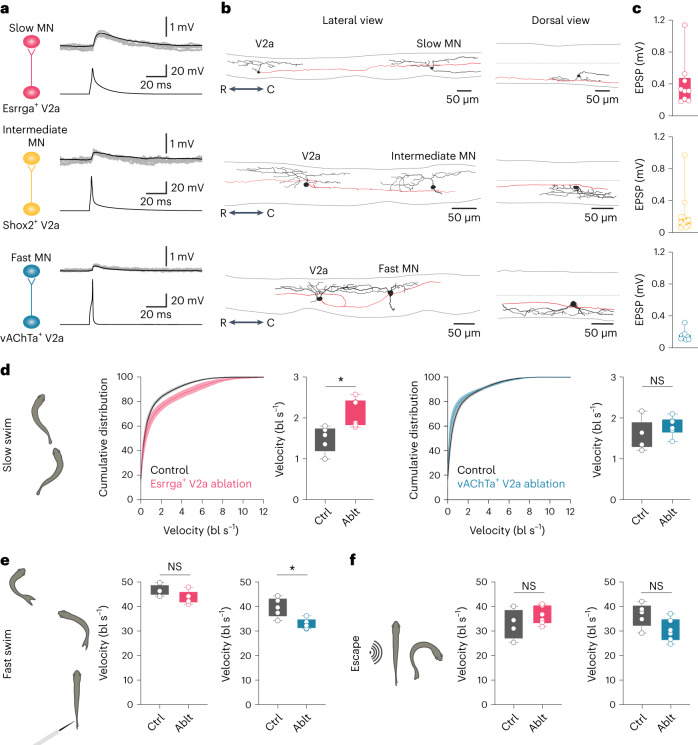
Functional connectivity between transcriptomically defined V2a IN and MN subtypes. **a**, Monosynaptic connections between presynaptic Esrrga^+^ (top), Shox2^+^ (middle) or vAChTa^+^ (bottom) V2a INs and postsynaptic slow/Esrrga^+^, intermediate or fast MNs, respectively. **b**, Morphological reconstruction of the connected V2a IN–MN pairs (black, soma and dendrites; red, V2a IN axons). **c**, EPSP amplitude of V2a IN–MN connected pairs of each module (*n* = 9, top; *n* = 11, middle; *n* = 9, bottom). **d**, Two-photon ablation of slow/Esrrga^+^ but not of fast/vAChTa^+^ V2a INs affected slow explorative swimming. Graphs show the cumulative distribution or average swimming velocity in control (Ctrl) and zebrafish with ablated (Ablt) slow/Esrrga^+^ (magenta, left) or fast/vAChTa^+^ (blue, right) V2a INs (mean ± s.e.m.; two-tailed Student’s *t*-test, *P = 0.0111; Esrrga^+^ V2a IN ablation, *n* = 5 controls and *n* = 6 ablated; vAChTa^+^ V2a IN ablation, *n* = 6 controls and *n* = 6 ablated; bl, body length). **e**, Two-photon ablation of fast/vAChTa^+^ (blue, right), but not slow/Esrrga^+^ (magenta, left) V2a INs affected touch-induced fast swimming (mean ± s.e.m.; two-tailed Student’s *t*-test, *P = 0.0102; Esrrga^+^ V2a IN ablation, *n* = 5 controls and *n* = 6 ablated; vAChTa^+^ V2a IN ablation, *n* = 6 controls and *n* = 6 ablated). **f**, Sound-induced escape behavior was not affected by ablation of slow/Esrrga^+^ (magenta, left) or fast/vAChTa^+^ (blue, right) V2a INs (mean ± s.e.m.; two-tailed Student’s *t*-test, *P* > 0.05; Esrrga^+^ V2a IN ablation, *n* = 5 controls and *n* = 6 ablated; vAChTa^+^ V2a IN ablation, *n* = 6 controls and *n* = 6 ablated). In **c**–**f**, boxes are bound by the 25th and 75th percentiles, whiskers extend from minimum to maximum. Source data

Finally, to assess the functional impact of transcriptionally defined V2a INs on swimming behavior, we performed loss-of-function experiments combined with behavioral analysis. Ablation of slow, Esrrga^+^ V2a INs selectively impaired slow explorative swimming, resulting in a shift towards higher speeds (Fig. 7d). Conversely, ablation of fast, vAChTa^+^ V2a INs affected touch-induced fast swimming by decreasing the maximum speed (Fig. 7e). Ablation of slow, Esrrga^+^ or fast, vAChTa^+^ V2a INs did not affect sound-induced escape behavior (Fig. 7f).

## Discussion

The diversity and flexibility of motor actions is a result of the assembly, connectivity and properties of the underlying circuits in the central nervous system. For locomotion, these circuits are located in the spinal cord and the constituent neurons emerge during development through specific molecular programs to form different cardinal neuronal classes. These principal classes are heterogenous, and contain a diversity of neuron types, but it has been difficult to capture the importance of this diversity at the functional level. In this study, we used scRNA-seq in adult zebrafish to link the molecular diversity of MNs and V2a INs with the modular circuit organization that is responsible for changes in locomotor speed. We show that each neuronal population comprises three specific subtypes defined by key molecular features and that correspond to neurons underlying locomotion at slow, intermediate and fast speeds. Furthermore, our analysis reveals molecular signatures that define each of the three V2a IN–MN circuit speed modules. This study uncovers the molecular underpinnings of neuronal diversity and how they relate to the function of locomotor circuits in adult zebrafish.

Several key findings emerge from this study. First, three molecularly defined adult MN subtypes emerge that correspond to those innervating slow, intermediate or fast muscles^31,32^. Second, there was a substantial overlap in transcriptional profiles between slow and intermediate, while fast MNs displayed distinct molecular features. The expression of TF genes alone did not separate slow and intermediate MNs into distinct clusters. These clusters were instead distinguished based on their expression levels of specific genes. Interestingly, transcriptomic analysis during larval stages revealed two clusters of axial MNs that were enriched with marker genes for either slow–intermediate or fast adult MNs. This suggests that the segregation between slow and fast MNs occurs early during development. However, the separation of slow and intermediate MNs in the adult may involve experience-dependent plasticity and/or other developmental changes that are related to their circuit connectivity and the maturation of the muscle types they innervate.

Similarly, adult V2a INs were also divided into three molecularly distinct subtypes whose functional and morphological features matched those recruited at slow, intermediate or fast swimming speeds. These three V2a IN subtypes were already differentiated at early developmental stages. The diversity of MNs and V2a INs could be captured by their expression of specific TFs, which could have key regulatory roles. Finally, our analysis revealed a molecular logic associating the diversity of V2a INs and MNs to their connectivity into three speed circuits. Our results indicate that key molecular features are shared across classes, and they correlate with their common functional and circuit identity. Thus, conserved elements of connection specificity underlying locomotor circuit modularity correlate with common sets of TFs within V2a INs and MNs. These results suggest that the molecular signature for the modular circuit organization revealed here could represent a principle by which circuits are defined as functional entities, including those driving locomotion in mammals.

In mice, recent studies have used transcriptional profiling to show heterogeneity among ventral spinal neuronal classes^15–17,27–30,48–52^. Considerable diversity was demonstrated within the V2a IN population, with differentially expressed molecular markers reflecting the spatial location, axonal projections and rostrocaudal position along the spinal cord^17^. Moreover, in some studies in mice, V2a INs were segregated into two to four clusters^17,48,50–52^. Some of the markers (for example, *shox2*, *zfhx3b*, *neurod2*, *nfib* and *esrrga*) of the V2a IN clusters revealed in mice are similar to those that we now reveal in V2a INs of adult zebrafish. This further supports the notion that there are conserved molecular markers defining the diversity within the V2a IN population.

Analysis of the MN transcriptome in mice has shown that the molecular diversity of MNs relates to different MN pools innervating distinct muscles, rather than distinguishing specific MN subtypes innervating slow versus fast muscle fibers, which are mixed in many of these muscles^26,27,29^. In zebrafish, the situation is more advantageous with a separate location of slow, intermediate and fast muscle fibers and their respective MNs in the medial motor column. Although, in mice, MN subtypes were not segregated into different clusters, some known marker genes related to slow versus fast were enriched in different neurons within the same cluster^27^. Recent studies in embryonic and larval zebrafish used single-cell RNA profiling to identify molecular signatures for MN subtypes and their specification at early developmental stages^28,45^. Our study in adult zebrafish reveals that the three subtypes of functionally defined MNs (slow, intermediate and fast) are delineated by distinct molecular features and identified several additional molecular markers for slow, intermediate and fast MNs that could be used to guide studies in mammals.

Our transcriptomic analysis reveals general circuit principles based on spinal neuron diversity beyond the basic cardinal populations. The neuronal populations that form the locomotor network have been shown to display close or overlapping distributions in the transcriptomic space with overlapping gene expression patterns^51^. In addition, conserved genetic signatures define the axonal projection pattern among different neuronal classes^50^ raising the possibility for orthogonal marker modules across neuronal spinal classes. Our study not only links the molecular identity of neuronal types to their function but also uncovers orthogonal transcriptomic rules related to their modular circuit organization controlling locomotion. Thus, characterizing how the molecular diversity of MN and V2a INs relates to their function, connectivity and behavior provides groundtruth insights not only into the circuit mechanisms of locomotor flexibility but also for charting circuits for motor actions in general.

## Methods

### Animals

Zebrafish (*Danio rerio*) were raised and housed according to established protocols in the Comparative Medicine Biomedicum facility, Karolinska Institutet. In this study, adult animals 7–11 weeks old of either sex were used. All transgenic lines used in this study were obtained from the Higashijima laboratory. The *islet-1* transgenic line Tg(*isl1a*:GFP) (ZFIN: ZDB-TGCONSTRCT-070117-161), in which GFP expression driven by the promoter of *isl1a* is found in MNs and other INs, was used to sequence the transcriptome of MNs. The *vsx2* transgenic line referred to as Tg(*chx10*:GFP) (ZFIN: ZDB-GENO-010924-10), in which GFP is expressed in V2a INs, was used to sequence the transcriptome of the V2a INs and to perform RNAscope experiments. The AB wild type strain (ZFIN: ZDB-GENO-960809-7) was used to perform RNAscope experiments in which MNs were labeled by dye injections in the muscles. The selective targeting of Esrrga^+^ V2a INs was obtained by crossing Tg(*esrrga*-hs:loxP-RFP-loxP-GFP) and Tg(*chx10*:GFP). The selective targeting of Shox2^+^ V2a INs was obtained by crossing Tg(*shox2*:Gal4), Tg(UAS:GFP) and Tg(*chx10*-loxP-dsRed-loxP-GFP) (referred to as Tg(*chx10*:RFP), ZFIN: ZDB-TGCONSTRCT-070117-143). The selective targeting of vAChTa^+^ V2a INs was obtained by crossing Tg(*vachta*:GFP) and Tg(*chx10*:RFP). All experimental procedures followed European Union guidelines and were approved by the Animal Research Ethical Committee in Stockholm (Stockholms djurförsöksetiska nämnd, Dnr 6517-2019 and Dnr 19429-2022).

### Tissue dissociation, FACS and scRNA-seq

Adult animals (7 weeks old) of either sex were deeply anesthetized in a slush of frozen extracellular solution containing: 134 mM NaCl, 2.9 mM KCl, 2.1 mM CaCl_2_, 1.2 mM MgCl_2_, 10 mM HEPES and 10 mM glucose, with pH 7.8 adjusted with NaOH and osmolarity of 290 mOsm. The spinal cord was dissected quickly in the slush of frozen extracellular solution and collected. Two samples were prepared from the Tg(*isl1a*:GFP) line, and two samples were prepared from the Tg(*chx10*:GFP) line. For each sample, six to ten intact isolated spinal cords were incubated in 1 ml of DMEM/F-12 medium (Thermo Fisher, catalog no. 11039021, osmolarity adjusted to 280–290 mOsm) containing papain 10 U ml^−^^1^ (Worthington Biochemical, catalog no. LK003178) on a heated shaker at 37 °C for 15 min. DMEM/F-12 (1 ml, 280–290 mOsm) was added to stop the enzymatic reaction. The sample was centrifuged at 300*g* at 4 °C for 5 min, and then resuspended in 0.5 ml of DMEM/F-12 (280–290 mOsm) after removal of the supernatant. Following mechanical trituration using fire-polished Pasteur pipettes, the cell suspension was filtered through a cell strainer (40 μm). The sample was kept at room temperature for 20 min after the addition of 0.1 ml of the nuclear DNA stain DRAQ5 (Thermo Fisher, catalog no. 65-0880-92). Using FACS, cells positive for GFP and DRAQ5 in each sample were sorted into a 384-well plate containing a mild hypotonic lysis buffer (0.2% Triton X-100, 2 U ml^−^^1^ RNase inhibitor) and immediately snap-frozen on ice, then stored at −80 °C. RNA in single isolated cells was sequenced by the Eukaryotic Single Cell Genomics Facility at SciLifeLab, Stockholm, following the previously published protocol Smart-seq2 (refs. ^35,36^) using 150,000 reads per cell.

### Transcriptome analysis

The reads from each sequenced cell were mapped to the zebrafish reference genome ‘Danio_rerio, Ensembl, GRCz11’ using STAR (v.2.5.3a)^53^. The resulting bam files were filtered to keep only uniquely mapped reads. Most of the subsequent analysis was performed in R (v.4.0.5, R Core Team, 2022) using the Seurat package (v.4.0.2)^47^. Analysis of each dataset was conducted separately. The two samples of the Tg(*isl1a*:GFP) line dataset were integrated using the IntegrateData (30 dimensions, all genes used) Seurat function to avoid sample bias. In both datasets, we excluded genes that were expressed in fewer than three cells, and cells that had more than 30% reads from mitochondrial genes or from spike-ins, or a number of genes higher than 9,000 or lower than 2,000. After this quality control, the Tg(*isl1a*:GFP) line dataset contained 606 cells and the Tg(*chx10*:GFP) line dataset contained 593 cells. The gene expression measurements within each cell were scaled by a constant factor then log-normalized (gene counts for each cell are divided by the total counts for that cell and then multiplied by the scale factor) and regressed by the percentage of ribosomal gene content, number of features and feature count using the ScaleData Seurat function. The scale factor used was the average gene count per cell. The 2,000 most variable features identified using the variance-stabilizing transformation method or the TF list obtained using the Prowler of Panther 17.0 (ref. ^54^) were used for principal component analysis. The top principal components were used for the Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) two-dimensional visualization and for graph-based clustering using the FindClusters Seurat function with a resolution of 0.6. The exact number of principal components used was decided based on their s.d. and on random permutation of a subset of data using the JackStraw Seurat function and was generally close to ten principal components. Log-normalized and scaled data were used for violin plots, ball plots and differential expression analysis. Differentially expressed genes in each cluster compared with all clusters were identified using the MAST test implemented in the Seurat function FindMarkers (ref. ^55^). The genes included in the analysis had a log foldchange of at least 0.25 and the Bonferroni adjusted *P* value cutoff was set to *P* < 0.05. The immature MN and V2a clusters (Cluster MN_5_ and V2a_4_) have been excluded from the clustering by TFs. GO analysis of all differentially expressed genes per cluster was performed using Panther (v.17.0) overrepresentation test with Fisher’s exact test. For the regulon analysis, all gene names were converted to mouse gene names using the BioMart Ensembl data mining tool. The analysis was performed on all differentially expressed genes in the TF-derived clusters, using the Cytoscape (v.3.2.0) plugin iRegulon (v.1.3)^56^. Results are ordered by normalized enrichment score. A high normalized enrichment score (>3.0) indicates an RNA binding motif that matches with a large proportion of differentially expressed genes in the analyzed cluster. Subsequently, iRegulon identifies the optimal subset of genes (target genes) that are probably controlled by this motif, and finally associates the motif with the TF (regulator) that is most probably regulating the gene regulatory network associated with that motif. To identify the shared correlation structures between the two datasets in Fig. 6, the package Harmony (v.0.1.0) was used^57^. The larval data used for the analysis in Extended Data Fig. 8 has GEO accession number GSE232801 and the file used was GSE232801_Neurons.RDS (ref. ^45^). The analysis of the authors has been reproduced using the provided script^45^.

### Selective labeling of MNs

The protocol for labeling MNs by injection of dextran dyes (tetramethylrhodamine-dextran, MW 3000, Thermo Fisher, catalog no. D3308; Alexa Fluor 647-dextran, MW 10,000, Thermo Fisher, catalog no. D22914) in the muscles was described in detail in a previously published paper^41^. Briefly, animals were anesthetized with 0.03% tricaine methanesulfonate (MS-222, Sigma-Aldrich, catalog no. E10521) and the tracers were injected using a minutien pin in a selective type of muscle (slow and intermediate or fast). Animals were left to recover for at least 2 h before electrophysiology experiments, immunohistology or in situ hybridization assays.

### Ex vivo adult zebrafish preparation

Electrophysiological recordings were performed using a spinal-cord-brainstem ex vivo preparation of adult zebrafish (8–11 weeks old) of either sex according to previously published protocols^32,58,59^. Animals were deeply anesthetized with 0.03% MS-222 and then dissected in a slush of frozen extracellular solution. The internal organs, axial musculature, skull and vertebral arches were removed. A portion of the axial caudal muscles was left intact to record ventral root motor activity by placing an extracellular recording electrode at an intramyotomal cleft. Most of the brain was also dissected away, leaving only the brainstem region. The preparation was then placed in the recording chamber and perfused with oxygenated extracellular solution at room temperature (20–22 °C) for the duration of the experiment.

### Electrophysiology

A fluorescence microscope (Axioskop FS Plus, Zeiss) equipped with infrared-differential interference contrast optics and a CCD (charge-coupled device) camera with a frame grabber (Hamamatsu) was used to target neurons. Neurons were identified by their expression of fluorescent proteins (GFP and/or RFP) driven by the promoters of different genes (*chx10*, *esrrga*, *shox2*, *vachta*) or by their labeling with fluorescent dyes achieved through muscle injections. All recordings were performed using whole-cell patch-clamp techniques. Glass capillaries were pulled using a micropipette puller (P-1000, Sutter Instruments) from borosilicate glass (Hilgenberg) and were filled with an intracellular solution containing 120 mM K-gluconate, 5 mM KCl, 10 mM HEPES, 4 mM Mg_2_ATP, 0.3 mM Na_4_GTP, 10 mM Na-phosphocreatine, at pH 7.4 adjusted with KOH and an osmolality of 270–280 mOsm to which was added 0.25% neurobiotin (Vector Laboratories, catalog no. SP-1120) to allow for post hoc morphology reconstruction. The meninges were pierced with dedicated glass pipettes using motorized micromanipulators (SM7, Luigs and Neumann), to access the neurons for electrophysiological recordings. Patch-clamp electrodes were driven to the identified neurons while applying constant positive pressure and whole-cell recordings were performed. Intracellular signals were recorded in current clamp with no bias current and were amplified using a MultiClamp 700B amplifier (Molecular Devices) and low pass filtered at 10 kHz. Electrophysiological data were digitized at 10 or 20 kHz using a Digidata 1322A analog-to-digital converter (Molecular Devices) and acquired using pClamp software (v.10; Molecular Devices). Synaptic connectivity between pairs of V2a INs and MNs was examined using dual whole-cell patch-clamp recordings. Action potentials were elicited in presynaptic V2a INs with current injections (3 ms pulses) and monosynaptic excitatory postsynaptic potentials (EPSPs) were recorded in postsynaptic MNs. Fictive swimming was elicited by electrical stimulation of descending axons with an extracellular glass pipette that was placed at the junction between the brainstem and the spinal cord^19,31,32,59^.

### Analysis of electrophysiological data

All MNs and V2a INs included in this study had stable membrane potentials at or below −50 mV, fired action potentials to suprathreshold depolarizations and showed minimal changes in series resistance (<5%). The action potential voltage threshold of V2a INs was determined as the membrane potential at which the dV/dt exceeded 10 V.s^−^^1^. The input resistance was calculated as the slope of the linear part of the current-voltage curve obtained by injection of hyperpolarizing current steps. The minimum recruitment frequency was defined as the slowest swimming frequency at which the neurons fired action potentials during at least two consecutive cycles. The classification of V2a INs into slow, intermediate and fast subtypes took into account the minimum recruitment frequency during fictive locomotion, action potential voltage threshold and membrane resistance. Monosynaptic EPSPs were averaged over 50–200 consecutive sweeps, and their amplitude was calculated as the difference between the baseline and the EPSP peak.

### Immunohistochemistry and in situ hybridization

Spinal cords were dissected after terminal anesthesia with 0.1% MS-222 or after electrophysiological recordings and transferred into 4% paraformaldehyde in PBS (0.01 M; pH 7.4) solution overnight at 4 °C. The tissue was then washed three times for 5 min in PBS. Nonspecific protein binding sites were blocked with 4% normal donkey serum and 1% bovine serum albumin (Sigma-Aldrich, catalog no. A2153) in a solution of 0.5% Triton X-100 (Sigma-Aldrich, catalog no. T9284) in PBS for 30 min at room temperature. Spinal cords were incubated with anti-GFP (chicken polyclonal, Abcam, catalog no. ab13970, 1:1,000) and anti-mCherry (rabbit polyclonal, Abcam, catalog no. ab167453, 1:1,000). After thorough buffer rinses, the tissue was then incubated overnight at 4 °C with the appropriate Alexa Fluor-conjugated secondary antibody anti-chicken 488 (Thermo Fisher, catalog no. A11039) or anti-rabbit 568 (Thermo Fisher, catalog no. A10042) 1:1,000 in 0.5% Triton X-100 in PBS. To label neurobiotin-filled neurons, streptavidin conjugated to Alexa Fluor 647 (Thermo Fisher, catalog no. S32357) 1:1,000 in 0.5% Triton X-100 in PBS was added. The spinal cords were then rinsed thoroughly in PBS and mounted in 80% glycerol in PBS.

For RNAscope analyses, custom probes were designed by Advanced Cell Diagnostics (Dr-calb1, Dr-chrna2b, Dr-grin1b, Dr-hoxb13a, Dr-neurod1, Dr-pvalb6, Dr-esrrga, Dr-shox2, Dr-vachta). Spinal cords from zebrafish (7–8 weeks old) were dissected out and fixed with 4% paraformaldehyde in PBS for 24 h at 4 °C. The RNAscope Multiplex Fluorescent v.2 Assay (Advanced Cell Diagnostics) was performed according to the manufacturer’s instructions with a few modifications. In brief, spinal cords were washed in PBS for 30 min, incubated in Target Retrieval Buffer (heated to boiling point) for 3 min, washed for 2 min with MilliQ water and dehydrated for 3 min in 100% ethanol at room temperature. The following incubations were then performed in a thermoblock at 40 °C, with wash steps in between of two times 1 min in washing buffer on a shaker: Protease III (10 m), Probe in C1 (Calb1, Chrna2b, Grin1b, Hoxb13a, Esrrga), and/or C2 (NeuroD1, Shox2) and/or C3 (Pvalb6, vAChTa), depending on the probe combination (2 h), AMP 1 (30 min), AMP 2 (30 min) and AMP 3 (15 min). If C1 probe was present: horseradish peroxidase (HRP)-C1 (15 min), tyramide signal amplification (TSA) (30 min), HRP blocker (15 min). If C2 probe was present: HRP-C2 (15 min), TSA (30 min), HRP blocker (15 min). If C3 probe was present: HRP-C3 (15 min), TSA (30 min), HRP blocker (15 min). TSA dyes used were TSA Plus Cyanine 5 (Cy5, Akoya Biosciences, catalog no. NEL745001KT) and TSA Plus Cyanine 3 (Cy3, Akoya Biosciences, catalog no. NEL744001KT). If required, the RNAscope protocol was followed by immunohistochemistry.

### Image analysis and morphology reconstruction

A laser scanning confocal microscope (Zeiss LSM 980-Airy) was used to acquire whole-mount imaging of the spinal cords with a ×20 or ×40 water objective. For RNAscope analysis, spinal cords were positioned laterally on a microscope glass slide and then mounted with ProLong Gold Antifade Mountant (Thermo Fisher, catalog no. P36930). The soma size was measured as the maximum surface area from confocal images. The position of axonal projections was measured from confocal images of two spinal segments away from the soma. The full morphologies (soma, axons and dendrites) of neurobiotin-filled neurons were traced and reconstructed manually in Adobe Illustrator (Adobe Systems Inc.) on *z*-stacks of confocal images. For RNAscope analysis, only intact spinal cords in the proper orientation were used. RNAscope puncta were counted manually on *z*-stacks of confocal images and neurons were classified as positive for the RNA probe if they had at least three puncta at the level of the cell body. Double positive neurons for RNAscope probes were identified if they show at least three puncta of each probe. MNs were identified based on the selective muscle retrogradely injected and their respective positions in the spinal cord. Images were analyzed using ImageJ and the top, bottom, lateral and medial (central canal) coordinates of the spinal cord were used as references to calculate the position of the cell soma. Graphs were generated with Prism (v.7 and 9) or using Seaborn, a Python data visualization library based on matplotlib54. Figures were prepared with Corel Draw (Corel Corporation), Adobe Photoshop and Adobe Illustrator.

### Ablation and behavioral tests

The transgenic line Tg(*esrrga*-hs:loxP-RFP-loxP-GFP) crossed with Tg(*chx10*:GFP) was used for selective ablation of Esrrga^+^ V2a INs and the transgenic line Tg(*vachta*:GFP) crossed with Tg(*chx10*:RFP) was used for selective ablation of vAChTa^+^ V2a INs. Zebrafish (6 weeks old) were anesthetized and embedded in 1.5% low-melt agarose in a Petri dish. The gills and mouth were exposed from the agarose and the Petri dish was filled with fish water containing 0.01% MS-222. They were then placed under a two-photon/confocal microscope (Zeiss LSM 980-Airy) and Esrrga^+^ or vAChTa^+^ V2a INs were photoablated (wavelength 800 nm). Ablation was performed bilaterally over approximately 17 segments (150 Esrrga^+^ or 80 vAChTa^+^ V2a INs ablated). The cholinergic esV2a INs were not ablated in these experiments. Control animals were embedded alongside the ablated zebrafish but were not subjected to two-photon laser ablation. Successful ablations were confirmed by the permanent loss of GFP fluorescence. Both the ablated and control zebrafish were allowed to recover from anesthesia for at least 1 h at 28 °C before behavioral analysis.

For behavioral analysis, animals were placed in a circular dish containing fish water positioned on a plexiglass platform, illuminated from below by a light-emitting diode lightbox and imaged from above with a high-speed camera. Control and ablated fish were tested in randomized order. Fish were placed in an 8-cm-diameter circular glass dish filled with 25 ml of fish water and were allowed to acclimate for 20 min. Swimming was induced by a tactile stimulus applied to the tail using a fine tungsten pin and was recorded at 350 frames per second. Escape was evoked by a brief sound stimulus (10 ms, sine wave at 500 Hz) delivered by an audio speaker that was fixed on the plexiglass platform. Evoked escape was recorded at 350 frames per second. Trials in which stimulation failed to elicit a C-start escape maneuver were excluded from the analysis.

### Behavioral data analysis

For each experiment, videos were analyzed using DeepLabCut (v.2.2.06). The full skeleton of the fish was tracked and the instantaneous velocity, distance traveled and bend amplitudes were analyzed using a custom MATLAB script (10.5281/zenodo.7252046)^2^ with distance and velocity values expressed as body lengths (bl) and body lengths per second (bl s^−^^1^), respectively. Data are presented as averages of three to four recordings per animal.

### Quantification and statistical analysis

Statistical analysis for electrophysiological and anatomical experiments was performed in Prism (v.7 and v.9) and all data were tested for normality. Statistical analysis for transcriptomic data was performed in R as described in the transcriptomic analysis section. Differential expression analysis is based on nonparametric Wilcoxon rank sum test. No adjustments were made for multiple comparisons. Gene expression in Figs. 2m and 5p was normalized to the neuron with maximum gene expression level for each gene. The number of puncta in Fig. 2n was normalized to the neuron with maximum puncta for each probe. Data were tested for normality and two-tailed Student’s *t*-test or Mann–Whitney *U* test was used for two groups while one-way analysis of variance (ANOVA) with Tukey’s post hoc multiple comparisons or Kruskal–Wallis with Dunn’s multiple comparisons tests were used for more than two groups, one condition, as appropriate. Data are reported as violin, box and whisker plots or as mean ± s.e.m. with corresponding statistical tests and *n* numbers in figure legends. Results were considered statistically significant if *P* < 0.05 (*P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001, ****P ≤ 0.0001) and for transcriptomic data if Bonferroni adjusted *P* < 0.05.

### Statistics and reproducibility

The experiments shown in Fig. 2c,d,i,j were repeated independently in four animals for each RNAscope probe combination, with similar results. The experiments shown in Fig. 3a were repeated independently in eight animals, with similar results. The experiments shown in Fig. 3e were repeated independently in three animals, with similar results. The experiments shown in Fig. 5b,e,h were repeated independently in four animals for each transgenic line, with similar results. The experiments shown in Extended Data Fig. 4a,c,e,g were repeated independently in four animals for each RNAscope probe combination, with similar results. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in our previous publications^18,23,24,60^ and based on the 3R principle. All samples were allocated randomly into experimental groups. The investigators were blinded to group allocation during data analysis. During data collection, blinding was not relevant given the methodological approach (scRNA-seq sample preparation, electrophysiological recording) or the experimental design (ablation and behavioral test).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41593-023-01479-1.

### Supplementary information

Reporting Summary

### Source data

Source Data Fig. 2 Statistical source data for Fig. 2e,f,k–m,o,p.

Source Data Fig. 3 Statistical source data for Fig. 3c,d,g,i.

Source Data Fig. 5 Statistical source data for Fig. 5j–q.

Source Data Fig. 7 Statistical source data for Fig. 7c–f.

Source Data Extended Data Fig. 1 Statistical source data for Fig. 1b,c.

Source Data Extended Data Fig. 3 Statistical source data for Fig. 3c.

Source Data Extended Data Fig. 4 Statistical source data for Fig 4b,d,f,h,i.

Source Data Extended Data Fig. 7 Statistical source data for Fig. 7d,f.

## Data Availability

The transcriptomic dataset generated in this study has been deposited in the GEO database under accession code GSE243993. The larval transcriptomic dataset analyzed in Extended Data Fig. 8 is available under accession code GSE232801. Source data are provided with this paper. Other data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Molecular blueprints for spinal circuit modules controlling locomotor speed in zebrafish
**Source:** Nat Neurosci. 2023 Nov 2;27(1):78–89. doi: 10.1038/s41593-023-01479-1
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Multiclamp and pClamp (version 10, Molecular Devices) was used for electrophysiological data collection. Zeiss LSM 980-Airy confocal microscope was used for morphological and anatomical data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Electrophysiological data was analyzed using pClamp (version 10, Molecular Devices). Anatomical images were analyzed using ImageJ (ImageJ version 1.53t). Graphs were generated using Prism (versions 7 and 9; GraphPad Software). Transcriptomic data was analyzed using R. STAR (version 2.5.3a), R (version 4.0.5, R core team, 2022), Seurat package (version 4.0.2), DeeLabCut (version 2.2.06), Panther (version 17.0), Cytoscape (version 3.2.0) plugin iRegulon (version 1.3), Harmony (version 0.1.0). All custom codes written for this study are available at <a href="https://github.com/ElManiraLab/sc-RNAseq/">https://github.com/ElManiraLab/sc-RNAseq/</a> . No custom software codes were used for figures produced in Python. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The reads from each sequenced cell were mapped to the zebrafish reference genome “Danio\_rerio, Ensembl, GRCz11”. The transcriptomic dataset generated in this study has been deposited in the GEO database under accession code GSE243993. The larval transcriptomic dataset analyzed in Extended Data Fig. 8 is available under accession code GSE232801. Source Data for figures produced in Python are available as Supplementary Information. Other data are available from the corresponding authors upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |     |
|-----------------------------|-----|
| Reporting on sex and gender | N/A |
| Population characteristics  | N/A |
| Recruitment                 | N/A |
| Ethics oversight            | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in our previous publications (refs 17,22,23,59 in the paper) and based on the 3R principle.                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data exclusions | In the transcriptomics dataset, we excluded genes that were expressed in less than 3 cells, and cells that had more than 30% reads from mitochondrial genes or from spike-ins, or a number of genes higher than 9000 or lower than 2000.                                                                                                                                                                                                                                                                                                                                                                                                  |
| Replication     | The experiments shown in Fig. 2c,d,i,j were repeated independently in 4 animals for each RNAscope probe combination, with similar results. The experiments shown in Fig. 3a were repeated independently in 8 animals, with similar results. The experiments shown in Fig. 3e were repeated independently in 3 animals, with similar results. The experiments shown in Fig. 5b,e,h were repeated independently in 4 animals for each transgenic line, with similar results. The experiments shown in Extended Data Fig. 4a, 4c, 4e, 4g were repeated independently in 4 animals for each RNAscope probe combination, with similar results. |
| Randomization   | In ablation experiments, control and ablated fish were tested in randomized order. All samples were randomly allocated into experimental groups.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | The investigators were blinded to group allocation during data analysis. During data collection blinding was not relevant given the methodological approach (single-cell RNA sequencing sample preparation, electrophysiological recording) or the experimental design (ablation and behavioral test).                                                                                                                                                                                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

1. Anti-GFP IgY, chicken polyclonal, Abcam, Cat# ab13970, LOT# GR3361051-10, RRID:AB\_300798
2. Anti-mCherry IgG, rabbit polyclonal, Abcam, Cat# ab167453, LOT# GR3358274-1, RRID:AB\_2571870
3. Goat anti-chicken IgY (H+L) polyclonal secondary, Alexa Fluor™ 488-conjugated, Thermo Fisher Scientific, Cat# A-11039, LOT# 2420700, RRID:AB\_2534096
4. Donkey anti-rabbit IgG (H+L) highly cross-adsorbed polyclonal secondary, Alexa Fluor™ 568-conjugated, Thermo Fisher Scientific, Cat# A10042, LOT# 1668655, RRID:AB\_2534017

## Validation

The antibodies listed can be found on these commercially available websites. Validation and relevant citations are provided on the supplier's website.

1. <https://www.abcam.com/en-se/products/primary-antibodies/anti-gfp-antibody-ab13970>
2. <https://www.abcam.com/en-se/products/primary-antibodies/anti-mcherry-antibody-ab167453>
3. <https://www.thermofisher.com/antibody/product/Goat-anti-Chicken-IgY-H-L-Secondary-Antibody-Polyclonal/A-11039>
4. <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A10042>

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Zebrafish, Danio rerio (ablation: 6 week old, electrophysiology: 8 to 11 week old, sequencing: 7 week old, TNAscope: 7-8 week old)

## Wild animals

no wild animals were used

## Reporting on sex

both sexes were used

## Field-collected samples

No field collected samples were used

## Ethics oversight

All experimental procedures followed the EU guidelines and were approved by the Animal Research Ethical Committee in Stockholm (Stockholms djurförsöksetiska nämnd, Dnr 6517-2019 and Dnr 19429-2022).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

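The analysis starts from the deposited tables of raw read counts per gene and well, which the authors made by mapping Smart-seq2 reads to GRCz11 with STAR, keeping uniquely mapped reads and counting them on genes, as deposited and without normalization. The paper's text does not name the counting program or the release of the gene annotation. Each plate holds single cells sorted from 1 pool of spinal cords, with 2 plates of isl1a:GFP and 2 of chx10:GFP cells, and the plates are the replicates. The tables hold 1536 wells of 4 plates, and 3.17% of all counts lie on spike-in sequences and 0.517% on the GFP reporter. Gene symbols came from a name table of a later zebrafish assembly, which was used for names only. Of the 32519 genes, 29200 had a symbol, and 1806 symbols were shared by more than 1 gene. Of the genes and markers looked up, 65 were found by their own name, 16 by elimination within a gene family and 8 from counts printed in the paper's source data. The gene chata was taken as the only gene listed as CHAT, without a check of which zebrafish copy it is. A further 22 could only be traced to a pair of copies, and 5 were not found.

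Wells were kept by the limits of the paper's methods, without a program for doublets, since single cells were sorted. Counts were scaled to the average total of a population, log-transformed, and regressed on the ribosomal share, the number of genes and the total count of each cell. The isl1a:GFP plates, and the MN-like cells within them, were integrated with Seurat's anchors over 30 dimensions, and the chx10:GFP plates were merged without integration. The 51 genes held out of the variable genes are those that the paper's text or figure labels name. A cluster was matched to the listed type with the highest mean z-score over its markers and given its name when at least 3 markers of that type were each detected in 10% of its cells, and not when more markers of another listed type than of its own were among its top 10 genes by fold. The markers were fixed before the counts were seen, and this scoring rule after the first clusters had been seen. After the tests had been run, the clusters were compared with the cells that the source data of Fig. 2m and Fig. 5p label with a cluster, of which 47 of 49 and 43 of 55 were matched to 1 well by their counts. The tables of these labels were used in part only, with 1 label in each, and no cluster was changed. Markers of MNs were those the paper's text names, those of the MN and V2a IN clusters are labels of Fig. 1b and Fig. 4c, and those of other isl1a:GFP cells were chosen here. Clusters with fewer than 5 cells on a plate were not tested.

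Counts were summed per plate and cluster and tested with edgeR with TMM factors, with plate as a block because 1 pool of spinal cords supplied every cluster of its plate. Deviations of clusters of the same plate from the mean of both plates had a median correlation across genes of r = 0.120 in MNs and r = 0.0379 in V2a INs. Genes reported by name are those the paper names for the sequencing data and, for each cluster, the 3 with the largest log2 difference among called genes that were higher on both plates, had at least 50 CPM on both plates and were not used for clustering. Shares of cells with reads come from cells thinned to the 10th percentile of total counts, which left out 63 isl1a:GFP and 63 chx10:GFP cells. Transcription factor genes were 1444 genes chosen by symbol family, of which 933 remained without zinc fingers. Gene lists for synaptic transmission, ion channels, ribosomal proteins and the respiratory chain were chosen by symbol. Lists of genes of glial and immune cells (25 genes found) and of the progenitor genes her4 and her15 (7 genes found) were written after the leading genes of the clusters had been seen, and before any test between clusters.

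The median of sequenced reads per well that passed quality control was 810871 and 740526 on the isl1a:GFP plates and 630989 and 763810 on the chx10:GFP plates. In a test on simulated data with 16-fold changes, edgeR recovered 7% of changed genes in MN1-like, 6% in MN3-like, 23.5% in V2a1-like and 29% in V2a3-like cells, so that most differences of this size were missed and a gene that is not called is not shown to be unchanged. Alternatives to the tests, the filter, the block, the number of reads per cell, the clustering and the gene set test were run, and their effect is given after this section.

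The tests, thresholds, markers, gene sets by symbol and main settings of the clustering were chosen before the data were examined, as were the alternatives, apart from 4 ways of integrating the MNs or choosing their variable genes. How the MNs were integrated was settled later. MNs integrated on their own were tried first, over 3 resolutions and a pair of numbers of principal components, with and without integration. They were replaced by values integrated once over all isl1a:GFP cells, whose clusters were named more clearly. When that way gave 4 clusters and no MN1-like cluster with variable genes of the uncorrected counts, the first way was taken up again, which is also the closer reading of the plan to repeat the same recipe on these cells. The presence of an MN1-like cluster was thus part of the choice, and no test between clusters had been run. The concentration of glial and immune reads in single wells was tested after it had been seen. Regulons, gene ontology terms, joint embeddings of both populations, in situ hybridization, imaging and recordings were not analysed here. The software was R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.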

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

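Of the tests in this part, the share of glial and immune reads in 5 wells was chosen only after the result was seen, and the list of glial and immune genes was written after some of them had been seen among the leading genes of the V2a3-like cluster.

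The slow–intermediate minus fast difference was not the same in MNs and V2a INs for 85 of 17399 genes, by a test of the difference between the populations with n = 2 plates each. For calb1, the gene with the lowest adjusted p, the difference was −5.18 in MNs and 2.32 in V2a INs, a difference of −7.43 (standard error 0.49, adjusted p = 3.7e-05), with the same direction on both plates of each population. For chata it was 0.94 in MNs and −5.11 in V2a INs, a difference of 6.08 (standard error 0.72, adjusted p = 0.00257), and for grin1b 1.98 in MNs and −0.77 in V2a INs, a difference of 2.96 (standard error 0.46, adjusted p = 0.0131). The number ranged from 8 to 787 over the alternatives, with the lowest when the genes named by the paper were kept among the variable genes and the highest with DESeq2's test, so that it depends on the clustering and on the test. A difference in depth between cells was tested by thinning each cell to a common number of reads, after which 81 genes were called, 68 of them among the 85 and with the same sign, so that depth is not the whole cause. The populations were sorted from separate lines onto separate plates, and the test uses differences within plates, in which a level shared by all clusters of a plate cancels. The 6 MN3-like cells of plate 1 are a small sample. Names of clusters that do not stand for the same speed in both populations would also give such genes, and this was not tested. A biological difference between MNs and V2a INs, which the design names, stays open and was not tested on other data.

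In 11 of 145 wells of the V2a3-like cluster, a list of 25 genes of glial and immune cells held at least 1% of the counts, a signal that the paper does not report on. Of these wells, 3 lay on plate 1 and 8 on plate 2, with a highest share of 8.97%, against a median of 0.0337% over the cluster, and in the other V2a clusters the highest share of any well was 0.340%. These wells had 9798 CPM of cd74a (against 4.77 CPM in the other wells), 9553 CPM of SLC1A2 (ENSDARG00000102453) (against 78.1 CPM in the other wells), 8232 CPM of GLUL (ENSDARG00000099776) (against 266 CPM in the other wells) and 5430.1 CPM of GFAP (against 20.9 CPM in the other wells). GLUL, SLC1A2, GFAP, FABP7 and SOX9 had at least 1 copy above 10 CPM in the other wells as well, so that these genes are not specific to the other cell types at low levels. The neuronal genes chata and elavl3 were lower there than in the other V2a3-like wells, with 20.5 against 1764 CPM of chata and 181 against 1337 CPM of elavl3. The 5 wells with most of the listed genes' reads held 67.6% of those reads in the cluster, against 19.7% for chata, 13.1% for slc18a3a and 15.6% for neurod1. Since the list holds genes seen to lead the cluster, such as GFAP and cd74a, the number of wells is not an independent finding. A candidate explanation is that some of these wells hold glial or immune cells, alone or with a V2a IN. Such wells do not account for the number of genes higher in V2a3-like cells, which was 47 with them and 40 without them, with 40 genes called in both. No biological explanation was tested, since the design names none.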

How the results depend on the processing

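The 4 alternatives that integrate the plates over all isl1a:GFP cells or use variable genes of the uncorrected counts were chosen only after clusters had been seen, and before any test. One of them was for a time the main one and was left when it gave no MN1-like cluster, so that the numbers of the MN clusters depend on a choice made on their outcome. For the changes given in this part the cause was not tested, apart from the larger number of genes tested without a filter on low counts. Of the values of planned comparisons over the alternatives, 274 stayed and 148 moved. Of the others, 21 fell short of the threshold, 3 passed it and 1 was reversed. Of those that stayed, 25 came from leaving out replicate 1 and 25 from leaving out replicate 2. No test was run there, so that numbers of called genes could not change and say nothing about stability. Of the values of single genes, shares of cells and cluster sizes, 1307 stayed, 132 moved, 70 fell short of the threshold, 101 passed it and 20 were reversed. The number of cells passing quality control stayed within 536 to 632 for isl1a:GFP and 437 to 694 for chx10:GFP cells, the clusters of the isl1a:GFP cells within 6 to 7, those of the V2a INs within 4 to 6, and those formed from transcription factors within 3 to 5 for MNs and 3 to 4 for V2a INs. The MN3-like cluster held 50 to 53 cells over the alternatives and the MN1-like cluster 56 to 242.

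Without a filter on low counts, the number of genes that edgeR called higher was 50 in MN1-like, 106 in MN2-like, 64 in MN3-like, 96 in MN4-like, 89 in MN5-like, 152 in V2a1-like, 504 in V2a2-like, 172 in V2a3-like and 536 in V2a4-like cells. For MN1-like against MN2-like cells, 1 gene was higher in MN1-like and 3 in MN2-like cells. In the comparison of slow–intermediate with fast clusters, edgeR called 30 genes higher in the slow–intermediate clusters and 13 in the fast clusters of MNs and 241 genes higher in the slow–intermediate clusters and 227 in the fast clusters of V2a INs. The number of genes that differed between the populations was 304. Genes shared with a V2a cluster were 1 for MN1-like with V2a2-like, 1 for MN1-like with V2a3-like, 1 for MN2-like with V2a2-like, 2 for MN3-like with V2a1-like, 2 for MN3-like with V2a2-like and 4 for MN3-like with V2a3-like. Called in addition were the mitochondrially encoded list in V2a3-like cells (adjusted p = 0.0173), the nuclear respiratory chain list in V2a3-like cells (adjusted p = 0.0155) and the synaptic transmission list in V2a4-like cells (adjusted p = 0.0465).

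With DESeq2's Wald test, the genes that DESeq2 called higher numbered 109 in MN1-like, 245 in MN2-like, 278 in MN3-like, 262 in MN4-like, 335 in MN5-like, 198 in V2a1-like, 672 in V2a2-like, 333 in V2a3-like and 939 in V2a4-like cells. For MN1-like against MN2-like cells, 2 genes were higher in MN1-like and 6 in MN2-like cells. Slow–intermediate against fast clusters gave 273 genes higher in the slow–intermediate clusters and 91 in the fast clusters of MNs and 446 genes higher in the slow–intermediate clusters and 538 in the fast clusters of V2a INs. For 787 genes the populations differed. Shared genes were 1 for MN1-like with V2a1-like, 8 for MN1-like with V2a2-like, 1 for MN1-like with V2a3-like, 2 for MN2-like with V2a1-like, 6 for MN2-like with V2a2-like, 1 for MN2-like with V2a3-like, 3 for MN3-like with V2a2-like and 7 for MN3-like with V2a3-like. Across genes, the populations had r = 0.0208. In simulated counts with 16-fold changes, 48.8% to 71.2% of the genes that DESeq2 called were unchanged.

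Without plate as a block, which drops the pairing of clusters by plate, edgeR called as higher genes that numbered 9 in MN2-like, 6 in MN5-like and 12 in V2a1-like cells. Between slow–intermediate and fast clusters, edgeR called 2 genes higher in the slow–intermediate clusters of MNs and 39 genes higher in the slow–intermediate clusters of V2a INs. Between the populations, 28 genes differed. The populations had a correlation of r = −0.0305. The mitochondrially encoded genes were not called in MN1-like cells (adjusted p = 0.447) and had the opposite direction in V2a3-like cells (adjusted p = 0.979), where they are not called in either case. A reversed sign was found for NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.50).

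When each cluster was compared with all other cells pooled, the number of genes that edgeR called higher was 0 (184 at an unadjusted p below 0.05) in MN1-like, 0 (370 at an unadjusted p below 0.05) in MN2-like, 19 in MN3-like, 1 in MN4-like, 5 in MN5-like, 48 in V2a1-like, 5 in V2a3-like and 73 in V2a4-like cells. In the comparison of slow–intermediate with fast clusters, edgeR called 36 genes higher in the slow–intermediate clusters and 29 in the fast clusters of MNs and 101 genes higher in the slow–intermediate clusters and 62 in the fast clusters of V2a INs. The number of genes that differed between the populations was 22. Genes shared with a V2a cluster were 2 for MN3-like with V2a2-like and 4 for MN3-like with V2a3-like. The correlation between the populations was r = 0.0678. The sign was reversed for sv2a in MN2-like cells (−0.12) and hoxd13a in MN4-like cells (−0.38).

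At a resolution of 0.4, the MNs formed 3 clusters and the genes that edgeR called higher numbered 146 in MN1-like, 60 in MN3-like, 2 in V2a1-like, 83 in V2a2-like and 0 (1336 at an unadjusted p below 0.05) in V2a3-like cells. Slow–intermediate against fast clusters gave 6 genes higher in the slow–intermediate clusters and 6 in the fast clusters of MNs and 2 genes higher in the slow–intermediate clusters and 3 in the fast clusters of V2a INs. Across genes, the populations had r = −0.0314. Reversed signs were found for EBF1 (ENSDARG00000069196) in the slow–intermediate against fast comparison of MNs (1.04) and esrrga in the slow–intermediate against fast comparison of V2a INs (0.0399).

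At a resolution of 0.8, edgeR called as higher genes that numbered 4 in MN1-like, 0 (788 at an unadjusted p below 0.05) in MN2-like, 5 in MN3-like, 0 (677 at an unadjusted p below 0.05) in MN4-like, 12 in V2a1-like, 97 in V2a2-like and 0 (1313 at an unadjusted p below 0.05) in V2a3-like cells. Between slow–intermediate and fast clusters, edgeR called 4 genes higher in the fast clusters of MNs and 2 genes higher in the slow–intermediate clusters and 3 in the fast clusters of V2a INs. A reversed sign was found for sv2a in MN4-like cells (−0.78), esrrga in MN1-like against MN2-like cells (−0.0211) and grin1b in MN1-like against MN2-like cells (−0.0656).

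With 15 principal components, the number of genes that edgeR called higher was 2 in MN1-like, 1 in MN2-like, 2 in MN3-like, 0 (231 at an unadjusted p below 0.05) in MN5-like, 77 in V2a1-like and 76 in V2a3-like cells. In the comparison of slow–intermediate with fast clusters, edgeR called 0 (328 at an unadjusted p below 0.05) genes higher in the slow–intermediate clusters of MNs and 117 genes higher in the slow–intermediate clusters of V2a INs. The sign was reversed for NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.23).

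When the genes named by the paper were kept among the variable genes, the genes that edgeR called higher numbered 1 in MN2-like, 0 (223 at an unadjusted p below 0.05) in MN3-like, 5 in MN4-like, 7 in MN5-like, 14 in V2a1-like, 99 in V2a2-like and 0 (1062 at an unadjusted p below 0.05) in V2a3-like cells. Slow–intermediate against fast clusters gave 4 genes higher in the slow–intermediate clusters and 5 in the fast clusters of V2a INs. For 8 genes the populations differed. Across genes, the populations had r = −0.0258. Reversed signs were found for slc18a3a in MN5-like cells (0.23).

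When the isl1a:GFP plates were not integrated and the chx10:GFP plates were, edgeR called as higher genes that numbered 1 in MN2-like, 15 in MN3-like, 3 in V2a1-like, 103 in V2a2-like and 1 in V2a3-like cells. Between slow–intermediate and fast clusters, edgeR called 24 genes higher in the slow–intermediate clusters and 15 in the fast clusters of MNs and 1 gene higher in the slow–intermediate clusters and 5 in the fast clusters of V2a INs. Between the populations, 42 genes differed. The shared genes numbered 1 for MN3-like with V2a3-like. A reversed sign was found for sv2a in MN2-like cells (−0.0985).

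When the plates were integrated over all isl1a:GFP cells and not again for MNs, the number of genes that edgeR called higher was 4 in MN2-like, 35 in MN3-like and 242 in MN5-like cells. In the comparison of slow–intermediate with fast clusters, edgeR called 19 genes higher in the slow–intermediate clusters and 12 in the fast clusters of MNs. Genes shared with a V2a cluster were 1 for MN3-like with V2a2-like and 3 for MN3-like with V2a3-like. The correlation between the populations was r = 0.0264.

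With variable genes of the uncorrected counts for the MNs, the genes that edgeR called higher numbered 13 in MN1-like, 3 in MN2-like and 15 in MN3-like cells. Slow–intermediate against fast clusters gave 3 genes higher in the slow–intermediate clusters and 1 in the fast clusters of MNs. For 48 genes the populations differed. Shared genes were 1 for MN3-like with V2a2-like. Reversed signs were found for sv2a in MN4-like cells (−0.22), NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.93) and pvalb6 in MN1-like against MN2-like cells (−0.38).

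With variable genes of the uncorrected counts in both stages and 1 integration, edgeR called as higher genes that numbered 5 in MN2-like and 0 (728 at an unadjusted p below 0.05) in MN5-like cells. Between slow–intermediate and fast clusters, edgeR called 21 genes higher in the slow–intermediate clusters and 5 in the fast clusters of MNs. A reversed sign was found for hoxd13a in MN4-like cells (−0.34), oxr1b in the slow–intermediate against fast comparison of MNs (0.31) and NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.23).

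With variable genes of the uncorrected counts in both stages and an integration in each, the number of genes that edgeR called higher was 2 in MN1-like, 4 in MN3-like and 2 in MN5-like cells. In the comparison of slow–intermediate with fast clusters, edgeR called 0 (200 at an unadjusted p below 0.05) genes higher in the slow–intermediate clusters of MNs. The correlation between the populations was r = −0.0603. The sign was reversed for NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.72).

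With cells thinned to the same number of reads, the correlation between the populations was r = 0.0447. Reversed signs were found for sv2a in MN2-like cells (−0.0255) and NCS1 (ENSDARG00000054186) in the slow–intermediate against fast comparison of MNs (−0.0355).

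Under fry, calls were lost for the mitochondrially encoded genes in MN1-like (0.781), nuclear respiratory chain in MN1-like (0.116), mitochondrially encoded genes in MN3-like (0.598), cytosolic ribosomal proteins in MN5-like (0.356), mitochondrially encoded genes in V2a1-like (0.136), nuclear respiratory chain in V2a1-like (0.0865) and mitochondrially encoded genes in V2a2-like (0.108) cells, with adjusted p in parentheses. With an estimated correlation the calls of camera were lost, with adjusted p in parentheses for the mitochondrially encoded genes in MN1-like (0.459), nuclear respiratory chain in MN1-like (0.459), mitochondrially encoded genes in MN2-like (0.225), nuclear respiratory chain in MN2-like (0.225), mitochondrially encoded genes in MN3-like (0.489), cytosolic ribosomal proteins in MN5-like (0.290), ion channels in MN5-like (0.284), synaptic transmission in MN5-like (0.225), mitochondrially encoded genes in V2a1-like (0.225), nuclear respiratory chain in V2a1-like (0.225), mitochondrially encoded genes in V2a2-like (0.225), nuclear respiratory chain in V2a2-like (0.225) and cytosolic ribosomal proteins in V2a4-like (0.225) cells.

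Over the alternatives of each list, adjusted p ranged from 6.3e-05 to 0.781 for the mitochondrially encoded genes in MN1-like, 1.5e-06 to 0.459 for the nuclear respiratory chain in MN1-like, 3.5e-08 to 0.598 for the mitochondrially encoded genes in MN3-like, 1.3e-11 to 0.356 for the cytosolic ribosomal proteins in MN5-like, 2.5e-14 to 0.225 for the mitochondrially encoded genes in V2a1-like, 3.8e-35 to 0.225 for the nuclear respiratory chain in V2a1-like, 6.7e-14 to 0.225 for the mitochondrially encoded genes in V2a2-like, 2.8e-31 to 0.225 for the mitochondrially encoded genes in MN2-like, 3.4e-28 to 0.225 for the nuclear respiratory chain in MN2-like, 6.3e-05 to 0.284 for the ion channels in MN5-like, 3.7e-11 to 0.225 for the synaptic transmission in MN5-like, 8.2e-44 to 0.225 for the nuclear respiratory chain in V2a2-like, 1.1e-53 to 0.225 for the cytosolic ribosomal proteins in V2a4-like, 0.0173 to 0.979 for the mitochondrially encoded genes in V2a3-like, 0.0155 to 0.921 for the nuclear respiratory chain in V2a3-like and 0.0465 to 0.285 for the synaptic transmission in V2a4-like cells.

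Leaving out a plate leaves no residual spread, so that no test was run without replicate 1 or without replicate 2, and the values are the differences on the remaining plate. The correlation between the populations was then r = 0.0309 to 0.0432. Of the shares of cells with reads, 11 moved between thinned and unthinned cells. Some alternatives gave no value. The MN1-like cluster was missing when the genes named by the paper were kept, with 8 principal components and with variable genes of the uncorrected counts in both stages and 1 integration, the MN2-like cluster was missing when these variable genes were used with an integration in each stage, the MN2-like and MN4-like clusters were missing at a resolution of 0.4, and the MN4-like cluster with 15 principal components and the MN4-like and MN5-like clusters without integration had too few cells on a plate. Comparing a cluster with all other cells does not apply to MN1-like against MN2-like cells.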

Differences from the paper's values

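For MN2 the paper gives 51 cells, against 90 here. The number is within 1.5 times the paper's for 69 with a resolution of 0.8, and not for the other alternatives set before the data were examined. Of the settings chosen after seeing the values, 74 cells were found with plates integrated over all isl1a:GFP cells. For MN4 the paper gives 27 cells, against 74 here. The number is within 1.5 times the paper's for 25 with 15 principal components and 26 with plates not integrated, and not for the other alternatives set before the data were examined. Of the settings chosen after seeing the values, 37 cells were found with variable genes of the uncorrected counts. For MN5 the paper gives 93 cells, against 36 here. No alternative set before the data were examined comes within 1.5 times the paper's number. Of the settings chosen after seeing the values, 95 cells were found with those variable genes in both stages with 1 integration. The sizes that the paper gives for its V2a clusters add up to fewer than the 593 cells it states. For V2a3 the paper gives 221 cells, against 145 here. The number is within 1.5 times the paper's for 176 with 15 principal components, 194 with 8 principal components, 267 with named genes kept among the variable genes, 292 with plates integrated, 264 with a resolution of 0.4 and 264 with a resolution of 0.8. For V2a4 the paper gives 77 cells, against 172 here. The number is within 1.5 times the paper's for 106 with 8 principal components, 69 with named genes kept among the variable genes, 52 with plates integrated, 52 with a resolution of 0.4 and 54 with a resolution of 0.8, and not for the other alternatives set before the data were examined.

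For the genes shared by clusters, the paper's heatmap in Fig. 6c, read by eye, gives about 74 for MN1 with V2a1, about 99 for MN2 with V2a1, about 6 for MN3 with V2a1, about 120 for MN1 with V2a2, about 200 for MN2 with V2a2, about 8 for MN3 with V2a2, about 6 for MN1 with V2a3, about 4 for MN2 with V2a3 and about 21 for MN3 with V2a3, against 0 here for each pair by edgeR, which called 0 genes higher in each of the MN clusters of this comparison, so that no gene could be shared whatever was called in V2a INs. At an unadjusted p below 0.05 the shared genes in this order were 11, 18, 17, 33, 38, 16, 18, 21 and 29, of which that of MN3 with V2a3 is within 1.5 times the paper's. With DESeq2's test the shared genes in this order were 1, 2, 0, 8, 6, 3, 1, 1 and 7, and no alternative set before the data were examined, nor one chosen after seeing the values, reaches the paper's counts among called genes.

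The paper gives 150000 reads per cell, against a median of 778385 sequenced reads in the isl1a:GFP and 690464 in the chx10:GFP wells that passed quality control, and no alternative applies to these medians.

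Of 47 cells that the source data of Fig. 2m label C1, read as MN1, 23 were MN1-like here. In the alternatives set before the data were examined, the number was 47 at a resolution of 0.4, where the MN1-like cluster held 242 cells, 35 at 0.8, 35 with 15 and 0 with 8 principal components, 33 without integration and 0 with the named genes kept. In those chosen after seeing the values, it was 17 with plates integrated over all isl1a:GFP cells, 10 with variable genes of the uncorrected counts, and 0 and 41 with these in both stages and 1 integration or an integration in each.

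The paper gives 8 clusters of isl1a:GFP cells, against 7 here and 6 to 7 over the alternatives. The paper states that 2 of them have markers of cerebrospinal-fluid-contacting neurons, and 1 was found here, in each of the alternatives run. It states that the MN5 cluster lacks prph, whereas 24 of 33 thinned MN5-like cells had reads of it, at a level below that of the other clusters. It states that pvalb6 is higher in MN2 than in MN1, and the log2 difference of MN1-like minus MN2-like cells was 0.48 (standard error 1.21, adjusted p = 1) here, with the paper's direction only with variable genes of the uncorrected counts (−0.38), chosen after seeing the values. It states that esrrga is higher in MN1 than in MN2, and the difference had that sign (0.21) without being called in any alternative run, and was −0.0211 at a resolution of 0.8. It names esrrga, a gene of its slow clusters, among those shared by the modules of both populations, and the difference in V2a INs was −0.50, with the paper's direction at a resolution of 0.4 (0.0399). It names oxr1b for the slow module, and the difference in MNs was −0.44, with the paper's direction on plate 2 alone, without a test, and when variable genes of the uncorrected counts were used in both stages with 1 integration (0.31), chosen after seeing the values. It states that the V2a3 cluster splits when cells are clustered by transcription factors, and 129 of 145 V2a3-like cells were in 1 of 3 clusters here, with 4 clusters at a resolution of 0.8 and without zinc fingers, against 4 in the paper. With the resolution of 0.8, 112 V2a3-like cells were in 1 cluster and 18 in another that held 52 V2a1-like cells. It states that MN1 and MN2 are enriched in genes of high metabolic activity, and while the nuclear respiratory chain was higher in MN1-like cells (median log2 difference 0.40, adjusted p = 3.3e-04), the mitochondrially encoded genes were lower relative to other genes in MN1-like cells (median log2 difference −0.08, adjusted p = 0.00516). It states that clustering by TFs gives 3 clusters of MNs, and 4 formed here, with 3 at a resolution of 0.4.

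The paper names markers of the MN5 cluster that were higher in MN5-like cells and not called. The gene olig2 (5.12, adjusted p = 0.211) was called with DESeq2's test, no filter on low counts, a resolution of 0.4 and a resolution of 0.8. The gene nkx6.1 (1.98, adjusted p = 0.153) was called with no filter on low counts and a resolution of 0.8, and with plates integrated over all isl1a:GFP cells, chosen after seeing the values. The gene neurod4 (6.03, adjusted p = 0.0562) was called with DESeq2's test, no filter on low counts, thinned cells, a resolution of 0.4 and a resolution of 0.8, and with plates integrated over all isl1a:GFP cells and variable genes of the uncorrected counts, each chosen after seeing the values. The gene nfia (1.36, adjusted p = 0.194) was called with plates integrated over all isl1a:GFP cells, chosen after seeing the values. The gene hnrnpa0l (1.12, adjusted p = 0.137) was called with no filter on low counts, and with plates integrated over all isl1a:GFP cells, chosen after seeing the values. The gene rps6 (0.85, adjusted p = 0.356) was called with plates integrated over all isl1a:GFP cells, chosen after seeing the values.

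It states that slc18a3a is lower in MN5. The gene slc18a3a (−0.42, adjusted p = 0.599) was not called under any alternative run. It states that pcdh9 is enriched in MN1. The gene pcdh9 (2.18, adjusted p = 0.659) was called with no filter on low counts and a resolution of 0.4, and with plates integrated over all isl1a:GFP cells, chosen after seeing the values.

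It names markers of the MN3 cluster that were higher in MN3-like cells and not called. The gene calca (4.78, adjusted p = 0.161) was called with DESeq2's test, no filter on low counts, all other cells pooled, a resolution of 0.4, a resolution of 0.8 and plate integration the other way, and with plates integrated over all isl1a:GFP cells and variable genes of the uncorrected counts, each chosen after seeing the values. The gene cdh6 (3.31, adjusted p = 0.0683) was called with DESeq2's test, no filter on low counts, thinned cells, all other cells pooled and plate integration the other way, and with plates integrated over all isl1a:GFP cells and those variable genes in both stages with 1 integration, each chosen after seeing the values. The gene chrna2b (4.45, adjusted p = 0.0570) was called with DESeq2's test, no filter on low counts, thinned cells, all other cells pooled, a resolution of 0.4 and plate integration the other way, and with plates integrated over all isl1a:GFP cells, variable genes of the uncorrected counts and those variable genes in both stages with 1 integration, each chosen after seeing the values. The gene neurod1 (2.78, adjusted p = 0.100) was called with DESeq2's test, no filter on low counts, all other cells pooled, a resolution of 0.4 and plate integration the other way, and with plates integrated over all isl1a:GFP cells, variable genes of the uncorrected counts and those variable genes in both stages with 1 integration, each chosen after seeing the values.

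It states that several hox13 genes are overexpressed in MN4, where none was called. The gene hoxb13a (5.38, adjusted p = 0.218) was called with DESeq2's test, no filter on low counts and all other cells pooled, and with plates integrated over all isl1a:GFP cells and variable genes of the uncorrected counts, each chosen after seeing the values. The gene hoxa13a (5.00, adjusted p = 0.289) was called with DESeq2's test. The gene hoxa13b (6.71, adjusted p = 0.464) was called with DESeq2's test, and with plates integrated over all isl1a:GFP cells and variable genes of the uncorrected counts, each chosen after seeing the values. The gene hoxd13a (1.29, adjusted p = 1) was not called under any alternative run. The gene HOXC13 (ENSDARG00000070353) (2.35, adjusted p = 0.757) was not called under any alternative run. The gene HOXC13 (ENSDARG00000113877) (5.71, adjusted p = 0.218) was called with DESeq2's test and no filter on low counts, and with variable genes of the uncorrected counts, chosen after seeing the values.

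It names markers of the slow–intermediate and fast clusters of MNs or genes shared by the modules, among which are NCS1 and EBF1 with copies not told apart, and these were not called. The gene grin1b (1.98, adjusted p = 0.924) was called with all other cells pooled, and with those variable genes in both stages with 1 integration, chosen after seeing the values. The gene pvalb6 (3.75, adjusted p = 0.829) was called with no filter on low counts, all other cells pooled and a resolution of 0.4, and with plates integrated over all isl1a:GFP cells, chosen after seeing the values. The gene esrrga (1.23, adjusted p = 0.924) was not called under any alternative run. The gene neurod1 (−3.07, adjusted p = 0.348) was called with DESeq2's test, no filter on low counts, all other cells pooled, a resolution of 0.4 and plate integration the other way, and with those variable genes in both stages with 1 integration, chosen after seeing the values. The gene nfixa (−3.21, adjusted p = 0.924) was not called under any alternative run. The gene nfixb (−2.43, adjusted p = 0.898) was called with no filter on low counts, all other cells pooled and a resolution of 0.4. The gene oxr1a (3.95, adjusted p = 0.552) was called with DESeq2's test, no filter on low counts and all other cells pooled, and with plates integrated over all isl1a:GFP cells and those variable genes in both stages with 1 integration, each chosen after seeing the values. The gene csmd2 (1.36, adjusted p = 0.924) was not called under any alternative run. The gene pcdh17 (0.89, adjusted p = 0.924) was not called under any alternative run. The gene NCS1 (ENSDARG00000054186) (0.29, adjusted p = 1) was not called under any alternative run. The gene NCS1 (ENSDARG00000055229) (−2.77, adjusted p = 0.282) was called with DESeq2's test, no filter on low counts, all other cells pooled, a resolution of 0.8 and plate integration the other way, and with plates integrated over all isl1a:GFP cells and those variable genes in both stages with 1 integration, each chosen after seeing the values. The gene c1qtnf4 (−2.54, adjusted p = 0.378) was called with DESeq2's test, no filter on low counts, all other cells pooled, a resolution of 0.8 and plate integration the other way, and with plates integrated over all isl1a:GFP cells, chosen after seeing the values. The gene EBF1 (ENSDARG00000069196) (−2.37, adjusted p = 0.933) was not called under any alternative run. The gene EBF1 (ENSDARG00000099849) (−2.76, adjusted p = 0.924) was not called under any alternative run.

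Of such genes, these were not called in V2a INs. The gene oxr1a (0.79, adjusted p = 0.322) was not called under any alternative run. The gene esrrga (−0.50, adjusted p = 0.579) was not called under any alternative run. The gene NCS1 (ENSDARG00000054186) (1.45, adjusted p = 0.806) was not called under any alternative run. The gene EBF1 (ENSDARG00000099849) (−1.83, adjusted p = 0.0967) was called with DESeq2's test, no filter on low counts and 15 principal components. The other EBF1 copy had too few reads for the test and was not called under the alternatives in which it was tested.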

Other observations

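None of the tests of this part was chosen only after its result was seen, but both were written after the leading genes of the clusters, her4 and her15 among those of the MN1-like cluster, had been seen.

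Reads of her4 or her15 genes, which mark progenitors, were found in 32 of 77 MN1-like wells and in 61 of 252 wells of the other MN clusters. They had 1173 CPM in MN1-like and 97.1 CPM in the other cells, and the 5 wells with most of the reads held 44.9% of them in the MN1-like cluster, against 89.8% to 99.6% in each other MN cluster. Whether wells with progenitor genes may explain the genes called higher in MN1-like cells was tested by leaving the MN1-like wells with any such read out. The number of genes rose from 8 to 27, with 8 called in both, so that such wells do not account for these genes.

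A hypothesis was that the fast clusters of both populations hold less mature cells, which might give MN3-like and V2a3-like cells a common direction away from the slow–intermediate clusters. Across 14030 genes, the MN fast minus slow–intermediate differences had r = 0.0146 to 0.0509 with those of V2a3-like cells over the 4 pairs of an MN plate and a V2a IN plate, and r = 0.0337 to 0.0825 with the V2a4-like minus slow–intermediate differences. The correlation with V2a4-like cells was at least as high in 4 of 4 plate pairs, which is what the hypothesis that fast classes hold less mature cells predicts. All of these values are near 0, so that little of the differences between genes is shared in either case. The V2a4-like cluster may also hold cells of the V2a3 type, since its boundary with the V2a3-like cluster moved with the clustering, from 172 to 52 cells at a resolution of 0.4, so that a role of maturity and one of cluster assignment were not separated. The MN5-like and V2a4-like clusters, each against the slow–intermediate clusters of its population, had r = 0.130 to 0.197.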
